# Exposure to TiO_2_ Nanostructured Aerosol Induces Specific Gene Expression Profile Modifications in the Lungs of Young and Elderly Rats

**DOI:** 10.3390/nano11061466

**Published:** 2021-06-01

**Authors:** Sarah A. Valentino, Laëtitia Chézeau, Carole Seidel, Sylvie Sébillaud, Mylène Lorcin, Monique Chalansonnet, Frédéric Cosnier, Laurent Gaté

**Keywords:** inhalation, titanium dioxide, lung, age, transcriptomics, rat

## Abstract

Although aging is associated with a higher risk of developing respiratory pathologies, very few studies have assessed the impact of age on the adverse effects of inhaled nanoparticles. Using conventional and transcriptomic approaches, this study aimed to compare in young (12–13-week-old) and elderly (19-month-old) fisher F344 rats the pulmonary toxicity of an inhaled nanostructured aerosol of titanium dioxide (TiO_2_). Animals were nose-only exposed to this aerosol at a concentration of 10 mg/m^3^ for 6 h per day, 5 days per week for 4 weeks. Tissues were collected immediately (D0), and 28 days after exposure (D28). A pulmonary influx of neutrophilic granulocytes was observed in exposed rats at D0, but diminished with time while remaining significant until D28. Similarly, an increased expression of several genes involved in inflammation at the two post-exposure time-points was seen. Apart from an age-specific pulmonary influx of lymphocyte, only slight differences in physio-pathological responses following TiO_2_ exposure between young and elderly animals were noticed. Conversely, marked age-related differences in gene expression profiles were observed making possible to establish lists of genes specific to each age group and post-exposure times. These results highlight different signaling pathways that were disrupted in rats according to their age.

## 1. Introduction

The rapid development of nanotechnology may lead to the exposure of workers to nanomaterials in many industrial sectors; however, the health effects of nanoparticles are still under investigation. Titanium dioxide (TiO_2_) is one of the most commonly produced nanomaterials worldwide, with multiple uses such as in personal skincare products, pharmaceuticals, food, water treatment, and construction [1,2,3]. The main route of occupational exposure to such nanomaterials is inhalation since they can become aerosolized, especially during handling processes. The pulmonary toxicity of TiO_2_ nanoparticles has been extensively investigated, and despite the fact TiO_2_ has been classified as a poorly soluble low toxicity nanoparticle [4], inhalation studies with different rodent species and TiO_2_ samples with different physical and chemical characteristics have reported pulmonary inflammation [3,5]. At fairly high doses, the induction of fibroproliferative alterations and the impairment of nanoparticle pulmonary clearance are associated with alterations of macrophage functions [6] as well as increased occurrences of pulmonary pathologies such as cancer and fibrosis [7,8,9].

Most studies on nanomaterial lung toxicity have used healthy young rodents, however the general population includes groups of individuals more susceptible to toxicant exposure such as the elderly. Lung aging is characterized by a decline in lung function with a decrease in the volume of thoracic cavity, the alteration of muscles that aid respiration, a decrease in pulmonary reserve, the loss of airway elasticity, alveolar enlargement, impaired clearance of particles through the mucociliary elevator, and the alteration of immune response [10,11].

In a previous work [12], we have showed that the nose-only inhalation exposure of young F344 rats to a TiO_2_ aerosol (10 mg/m^3^), 6 h a day, 5 days a week for 4 weeks, led to lung inflammation decreasing over time, and changed the modulation of gene expression profile after exposure. This work along with those from others demonstrate that classical toxicology approaches need to be combined with “omics” approaches in order to assess the complex interaction between nanomaterials and living organisms and potentially identify adverse outcome pathways [13,14,15,16,17,18,19,20].

In this study, using the same nanomaterial and exposure protocol, we used conventional and molecular approaches to assess the pulmonary toxicity of TiO_2_ in elderly (19-month-old) rats. Then, we compared the toxicological profile of this nanomaterial between the two age groups. Tissue samples were collected immediately and 28 days after the end of exposure in order to observe short-term effects and potential recovery following exposure. As mentioned above, combinations of conventional toxicology and “omics” methods have been performed in several studies however to our knowledge, this is the first study which combine exposure and age effect using conventional and molecular approaches.

## 2. Materials and Methods

### 2.1. In Vivo Experimental Design, Generation, and Exposure of TiO_2_ Nanostructured Aerosol

The animal experiments were performed according to European (Directive 2010/63/EC) and French (Décret n°2013-118) legislations regarding the protection of animals used for scientific purposes. This project was authorized by the French Ministry of Higher Education and Research following the advice of the regional ethical committee (Comité d’Ethique Lorrain en Matière d’Expérimentation Animale, CE n°66) (Authorization n°00692.01 from 14 October 2013).

The inhalation system which was described previously [21] is mainly composed of an aerosol generation system (rotating brush generator RBG1000 from PALAS GmbH, Karlsruhe, Germany) and inhalation towers for nose-only exposure from EMMS (Electro-Medical Measurement Systems, Bordon, UK). Animals were exposed to either filtered air (control group) or TiO_2_ nano-aerosol (Aeroxide^®^ P25, Evonik Industries AG, Essen, Germany) at a concentration of 10 mg/m^3^ (Exposed group) for 2 periods of 3 h a day, 5 days a week for 4 weeks. Filtered air was conditioned at a temperature of 22 ± 2 °C and a humidity of 55 ± 10%. The aerosol monitoring and its characterization were ensured by real-time devices (condensation particle counter, electrical low pressure impactor, aerodynamic particle sizer, scanning mobility particle sizer spectrometer, and optical light scattering dust monitor) and off-line analyses (gravimetric filter, particle size-distribution by cascade impactor, and sampling for TEM observations). The physical and chemical characteristics of TiO_2_ P25 nanoparticles and aerosol were described previously in detail [21,22]. However, their main characteristics are presented in Table 1. All animal exposures were performed with the same batch of TiO_2_ between May 2014 and March 2015.

Following exposure, male Fisher F344 rats, 12–13-week old (300–320 g)—referred to as young adults—and 19-month old (400–425 g)—referred to as the elderly group—were necropsied immediately (D0) and then 28 days (D28) after the end of exposure (*n* = 6 per group at each time point). Animals were deeply anesthetized with Pentobarbital (Ceva Santé Animale, Libourne, France) (60 mg/kg) and exsanguinated through the abdominal aorta. Tissues were collected and weighed immediately after animal death.

### 2.2. Broncho-Alveolar Lavage Fluid (BALF)

Broncho-alveolar lavage was performed by flushing the left lobe with ice-cold PBS (Phosphate Buffered Saline, pH 7.4, Invitrogen^®^, Thermo Fisher Scientific France, Illkirch-Graffenstaden, France). Then, BALF cytology and biochemistry analyses were performed. After centrifugation of BALF (5 min, 400 g, and 4 °C in Eppendorf^®^ centrifuge, Eppendorf France SAS, Montesson, France), biochemical analysis (lactate dehydrogenase activity (LDH) and protein content) was performed on the supernatant. LDH activity was measured with a Randox RX Daytona (Method LD Opt. LDH P-L; Randox Laboratories Ltd, Roissy-en-France, France) according to the manufacturer instructions. Total proteins were measured using the Bradford technique using a BioRad 96 well-format assay kit (BioRad, Marnes-la-Coquette, France) and a Bio-Tek plate reader (BIO-TEK Instruments Inc., Winuschi, VT, USA) according to the manufacturer instructions.

The cell pellet was used for total and differential cell counts. After cytocentrifugation on microscope slides, BALF cells were stained with the May–Grünwald–Giemsa method and percentages of neutrophils, macrophages, and lymphocytes were determined after counting 500 cells (Microscope Leitz Orthoplan, Leica Microsystems, Nanterre, France).

### 2.3. Histopathological Analysis

Lung right caudal lobes were slowly filled and fixed with 4% neutral buffered formaldehyde (Sigma Aldrich, Saint Quentin Fallavier, France). Following dehydration, they were embedded in paraffin (Richard-Allan Scientific ^®^, Thermo Fisher Scientific France, Illkirch-Graffenstaden, France). Then, tissue blocks were sectioned and slides were stained using hematoxylin and eosin staining technique prior to bright field microscopy histopathology analysis (Merck ^®^, Fontenay Sous Bois, France). The histopathological assessment of the lung slides was performed by board-certified anatomic pathologists.

### 2.4. Statistical Analysis for Physiological Data

Data are expressed as: median [Q1; Q3], with first (Q1) and third quartile (Q3) corresponding to 25 and 75% of the scores, respectively. A Mann and Whitney model was used (GraphPad Prism software, version 8.0, San Diego, CA, USA) for all the biological data, except transcriptomic analysis.

### 2.5. Total RNA Extraction and Purification

Following necropsy, accessory lung lobes were collected in RNA Later (Sigma Aldrich, Saint Quentin Fallavier, France) (*n* = 6 for each group and each time-point). Then they were disrupted using a gentleMACS™ Dissociator (Miltenyi Biotech, Gladbach, Germany). Total RNAs were purified using Nucleospin RNA Midi Kit^®^ (Macherey-Nagel, Hoerdt, France). All RNA samples had an A_260_/A_280_ ratio around 2 (Nanophotometer, Implen, Munich, Germany) and an RNA integrity number between 6.4 and 9.1 (Bioanalyzer, Agilent Technologies, Les Ulis, France). RNA samples were stored at −80 °C until further use.

### 2.6. Microarray Hybridization

All transcriptomic experiments were performed according to MIAME standards [23]. Experiments were performed according to manufacture instructions (Agilent Technologies, Les Ulis, France). Briefly, 100 ng of RNAs were labeled with Cyanine 3-CTP using Low Input Quick Amp Labeling kits. Labeled cRNAs were purified using the RNeasy ^®^ Plus Mini kit (Qiagen, Courtaboeuf, France) and hybridized onto Agilent Technologies SurePrint G3 Unrestricted GE 8x60K microarrays (microarrays n° G4858A for elderly rats and G4853A for young ones). Slides were washed and scanned on an Agilent G2505C microarray scanner with a 3-µm resolution. Then, data were extracted using Agilent Feature Extraction software version 12.1. Microarray data were uploaded to the NCBI Gene Expression Omnibus database [24], where they are accessible under GEO Series accession number GSE99997 and GSE145479 for the young and elderly groups respectively (http://www.ncbi.nlm.nih.gov/geo, accessed on 18 February 2020).

### 2.7. Microarray Data Analysis

Figure 1 summarizes the protocols of the transcriptomic analysis used in this work. Details are given below.

#### 2.7.1. Comparison of Gene Expression Profiles of Young and Elderly Controls

Young and elderly groups were analyzed on two different versions of rat microarray. In order to compare young and elderly control rats, we used GeneSpring software (version 14.9, Agilent Technologies, Les Ulis, France) to extract common probes between the two sets (19417 common probes). Then, Solo software was used to quantile–quantile normalize microarrays data (IGBMC, Strasbourg, http://www-microarrays.u-strasbg.fr/Solo/index.html, accessed on 5 February, 2019). For each time-point, differentially expressed genes between the young and elderly groups were identified using a method based on fold-change rank ordering statistics developed on R software (FCROS, [25]). Genes for which fold changes (FC) between elderly and young animals were at least 1.5 in either direction, and with f-values ≤ |0.05|, were considered as significantly differentially expressed.

#### 2.7.2. Comparison of Gene Expression Profiles in Young and Elderly Animals Exposed to TiO_2_ Aerosol or Filtered Air (Controls)

In order to analyze the exposure effect on the two age groups, raw data were imported in the eUTOPIA tool (solUTion for Omics data Preprocessing and Analysis, https://github.com/Greco-Lab/eUTOPIA, accessed on 10 July, 2019) [26]. Quality control and probe filtering were performed. During the quality control procedure, outliers were identified and removed if necessary. The probe filtering was quantile-based and compared the intensities of the probes to those of the negative control probes. After that, data were quantile normalized. Then, a batch correction was performed using a confounding table with all the parameters which could interfere with the biological analysis. After the annotation, a differential analysis was finally performed with the limma package using a Benjamini–Hochberg correction [27]. Genes for which the FC for exposed vs. matched controls was at least 1.5 in either direction and with *p*-values < |0.05|, were considered as significantly differentially expressed.

## 3. Results

Results concerning the pulmonary effects of the inhaled aerosol in young rats were published previously by our laboratory [12]. In addition, gene expression profiles from young animals freely available from the GEO database were analyzed using the same protocol as for the elderly rats in order to study similarities and differences between the two age groups.

### 3.1. Biometry

There is a significant increase of body weight due to age and growth between control groups (Fold Change, FC = 1.23 and FC = 1.17, *p* = 0.0022 and *p* = 0.0022 at D0, day of the end of exposure, and D28, respectively; Table 2).

In the young group, exposure to TiO_2_ nano-aerosol induced a slight decrease in bodyweight at D0 (FC = 0.94, *p* = 0.0152) and an increase in lung weight to bodyweight ratios (FC = 1.26, *p* = 0.0022). Twenty-eight days after the end of exposure, there was no difference in bodyweight between control and exposed animals, but exposure to TiO_2_ induced a decrease in lung weight to bodyweight ratio (FC = 0.88, *p* = 0.0087). In the elderly group, following exposure to TiO_2_ nanoparticles, there was no change in bodyweight (Table 2). Lung weight to body weight ratio was significantly increased at D0 in the exposed group compared to the control one (FC = 1.10, *p* = 0.0303; Table 2) but no such difference was seen at D28.

### 3.2. BALF Cytology and Biochemistry

In the control groups, a significant increase in neutrophilic granulocyte influx was observed in elderly rats in comparison to young rats, in term of percentage of total cells (Table 2). At the end of exposure (D0), the percentage of neutrophilic granulocytes in BALF was strongly and significantly increased in both exposed groups compared to control (FC = 31.9, *p* = 0.0079 and FC = 8.4, *p* = 0.0095 for young and elderly rats, respectively; Table 2). This neutrophil influx decreased with time but remained significantly higher in exposed groups in comparison to controls (FC = 6.9, *p* = 0.0190 and FC = 3.3, *p* = 0.0079 for young and elderly rats, respectively, at D28). While no significant change in lymphocytes was seen in young rats following TiO_2_ exposure, in elderly rats a significant increase of these leukocytes was observed at D0 and at D28, (*p* = 0.0043 and, *p* = 0.0238, respectively; Table 2).

In the control groups, age induced a slight increase in LDH activity at day 0 for the elderly group compared to the young one (FC = 1.77, *p* = 0.0390). There was, however, no effect of age on protein concentration in BALF. After exposure to TiO_2_ aerosol, LDH activity was significantly increased up to day 28 in both exposed groups as compared to concurrent controls (FC = 4.14, *p* = 0.0022 for young and FC = 2.11, *p* = 0.0173 for elderly at day 0 and FC = 1.52, *p* = 0.0043 for young and FC = 1.59, *p* = 0.0159 for elderly at day 28). In both exposed groups, protein concentration was significantly increased at day 0 (FC = 1.65, *p* = 0.0087 for young and FC = 1.71, *p* = 0.0216 for elderly at day 0) but no difference was seen at day 28.

### 3.3. Lung Histopathological Analysis

Exposure to TiO_2_ led to similar histopathological changes in the lungs of young and elderly animals (Figure 2). The description of histopathological modifications seen in young rats have been published previously [12]. For elderly animals, on D0, several scattered particle-laden macrophages and a few small aggregates of macrophages were found in the alveolar lumen. In addition, particles were noted at the level of the cilia of epithelial cells and in the lumen of bronchioli and bronchi, associated with very few particle-laden macrophages. Minimal and multifocal alveolar epithelialization was seen in alveolar walls, corresponding to the proliferation of Type II pneumocytes. On D28, a few scattered particle-laden macrophages and several large aggregates of macrophages were also observed in the alveolar lumen, particularly next to alveolar ducts and terminal bronchioli. In addition, a few particle-laden macrophages were seen on the epithelial surface of bronchioli and bronchi. Minimal, multifocal alveolar epithelialization was noted around most of the particle-laden macrophage aggregates. The presence of nanoparticles into macrophages was thoroughly investigated by looking at BALF cells using optical and electronic microscopy (Supplementary Figure S1).

### 3.4. Transcriptomic Analysis

#### 3.4.1. Age Effect

On D0, in the control groups, the analysis of lung samples from control groups using FCROS software revealed that 1223 genes were differentially expressed (DEGs) between young and elderly animals with 647 under-expressed genes and 576 over-expressed genes in the lungs of elderly rats compared to young rats (Figure 3A). With FunMappOne tool and the KEGG database, deregulated biological pathways with mainly over-expressed genes were involved in “*Neuroactive ligand-receptor interaction*” (Figure 3C) and “*Olfactory transduction*”. The “*cAMP signaling pathway*” (Figure 3B) was also deregulated but with mainly under-expressed genes.

On D28, 1328 DEGs have been observed in lungs of elderly control rats compared to young control ones, with 639 under-expressed genes and 689 over-expressed genes. Two pathways were deregulated and composed of a majority of over-expressed genes, “*Arachidonic acid metabolism*” (Figure 3D) and “*Olfactory transduction*”.

#### 3.4.2. Exposure Effect on the Young Group

Using the eUTOPIA tool to reanalyze the dataset of the young rat group from Chézeau et al. [12], 572 DEGs were found on D0 in the lungs of the exposed group, with 173 under-expressed genes and 399 over-expressed ones. Using the FunMappOne tool and the KEGG database, most of the deregulated biological pathways, with mainly over-expressed genes, were shown to be involved in inflammatory and immune responses such as “*TNF signaling*”, “*Cytokine-Cytokine receptor interaction*”, “*Phagosome*”, “*IL-17 signaling pathway*”, “*Chemokine signaling pathway*” and “*Complement and coagulation cascades*” (Figure 4).

On D28, only 128 DEGs were found in exposed animals, among which 37 were under-expressed and 91 over-expressed. The most deregulated biological pathway mainly associated with over-expressed genes was “*Complement and coagulation cascades*” (Figure 4).

#### 3.4.3. Exposure Effect on the Elderly Group

On D0, in elderly rat lungs, 612 DEGs were identified with 262 genes under-expressed and 350 over-expressed. 

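Gene expression in the lungs of elderly rats was measured in total RNA of the accessory lobe, with 1 rat per single-colour rat expression array. The arrays analysed here were from 6 control and 5 exposed rats killed on D0 and from 6 control and 6 exposed rats killed on D28, all 19 months old, where the exposed rats had inhaled the TiO2 aerosol at 10 mg/m3. The methods give 6 rats per group at each time-point, and a sixth exposed array of D0 was not analysed here. The source label of the 6 exposed arrays of D28 reads day 0, whereas their titles, their descriptions and the paper give day 28, which was used. The 23 arrays came from 5 slides, each scanned on a single day, that held between 1 and 7 arrays. Exposed and control arrays of both days shared 3 of the slides, 1 slide held all groups but the controls of D28, and 1 control array of D28 was alone on its slide. The values used were the processed signals that the scanner software gave for each spot, corrected for background within the array and not normalized between arrays. The median over the arrays of a group of the 75th percentile of this signal was 2233 in controls and 2542 in exposed rats on D0, and 1910 and 1713 on D28. Between 69.5 and 77.9% of the spots of an array were well above background. Probes above the 95th percentile of the negative control spots on at least 5 arrays were kept, which left 40418 of 45598 probes. Log2 signals were quantile normalized, and the spots of a probe and then the probes of a gene were averaged, which gave 23056 genes. The 4 groups were fitted in one limma model without a batch term, since the methods do not name the batches of their correction. DEGs were genes with a Benjamini-Hochberg adjusted p below 0.05 and a FC of at least 1.5 in either direction. The number of arrays limits the precision of every value, and all gene values are log2 normalized signals.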

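Between the 5 exposed and the 6 control elderly rats on D0, 411 of the 23056 genes were past both thresholds, with 251 over-expressed and 160 under-expressed. The adjusted p alone was passed by 656 genes, and an unadjusted p below 0.05 by 2750. The exposed arrays did not overlap the control arrays for 991 of the 23056 genes, where chance gives 0.433% of genes, and 314 of the 991 were DEGs. Among the alternative settings, an unadjusted p with the same FC limit moved the number of DEGs the most, to 946. Among the DEGs without overlap that rose were Orm1, Retnla, Scn10a, Mab21l3 and Saal1. Orm1, whose probe lies on chromosome 5 of rn4 from 80326525 to 80326584, had a signal of 9.35 ± 0.96 (SD, n = 5) in exposed rats and 5.78 ± 0.64 (SD, n = 6) in controls, a log2 FC of 3.56 (standard error 0.56, limma adjusted p = 0.000823). Retnla, on chromosome 11 from 53206606 to 53206665, had 12.43 ± 0.74 in exposed rats and 9.17 ± 0.48 in controls, a log2 FC of 3.25 (standard error 0.31, adjusted p = 6.87e-06). Saal1, on chromosome 1 from 97248442 to 97248501, rose by a log2 FC of 2.78 and Scn10a, on chromosome 8, by 3.03, where 1 of 6 controls had a Scn10a signal well above background. Over 17 settings other than leaving out an array, the log2 FC ranged from 0.93 to 3.31 for Scn10a and from 2.50 to 3.85 for Orm1. The Mab21l3 signal was well above background in 4 of 5 exposed rats and in 0 of 6 controls. Its FC is therefore given as a bound, at least 2.77-fold higher in the main settings. Over the 17 settings other than leaving out an array its log2 FC ranged from 0.65 to 3.24, the low end below that bound. Among the DEGs without overlap that fell were Nr1d1, Zp1, Scd, Zbtb16 and LOC102556624. Nr1d1, on chromosome 10 from 87543165 to 87543519, had 6.53 ± 0.68 in exposed rats and 9.03 ± 0.39 in controls, a log2 FC of -2.50 (standard error 0.37, adjusted p = 0.000626), and its change had the opposite sign on D28. Zp1 changed by -2.38 (adjusted p = 0.0192) and was no longer past the thresholds in 2 of 23 fits that left out 1 array. Zbtb16 changed by -1.99 (adjusted p = 0.0436) and was lost in 13 of those 23 fits. LOC102556624 was well above background in 0 of 5 exposed rats and 3 of 6 controls, at least 1.10-fold lower, and was lost in 3 of 16 other settings.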

Using the FunMappOne tool and the KEGG database, most of the deregulated pathways, with mainly over-expressed genes, were shown to be involved in inflammatory and immune response pathways such as “*Cytokine-Cytokine receptor interaction*”, “*TNF signaling pathway*”, “*IL-17 signaling pathway*”, “*Chemokine signaling pathway*”, and “*Complement and coagulation cascades*” (Figure 5). Also, there were different pathways involved in infectious and immune diseases where over-expressed genes were the same as in inflammatory pathways. On the other hand, “Biosynthesis of unsaturated fatty acids” was mainly composed of under-expressed genes (Figure 5).

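The pathways were examined with lists of genes drawn up for this purpose and not copied from KEGG, so that membership differs from the KEGG maps. Of 34 chemokine ligands, 22 were higher in exposed rats on D0 and the mean log2 FC was 0.50. The mean of the list was 9.27 ± 0.15 (SD, n = 5) in exposed rats and 8.77 ± 0.11 (SD, n = 6) in controls, with 5 of 5 exposed rats above all controls (two-sided exact permutation test, p = 0.00216, the smallest that 5 against 6 allow, and 0.00601 after adjustment over 25 lists). The limma set test camera gave an adjusted p of 5.32e-06. Over all genes 6 chemokine ligands were DEGs, all over-expressed, and 11 were past both thresholds when adjusted over the list alone. For 55 TNF signaling genes the mean log2 FC was 0.25 (camera adjusted p = 0.000102), with 8 DEGs over all genes and 9 adjusted over the list alone, all over-expressed. The mean log2 FC of 53 IL-17 signaling genes was 0.33 (0.000168), with 7 DEGs, all over-expressed, and with 9 over-expressed and 1 under-expressed when adjusted over the list alone. For 68 complement and coagulation genes it was 0.17 (camera adjusted p = 0.000102), with 9 DEGs, all over-expressed, against 11 over-expressed and 2 under-expressed adjusted over the list alone. The means of the TNF and IL-17 lists were above all controls in 5 of 5 exposed rats, and that of the complement list in 4 of 5. Other splits of the arrays put a median of 5 of the 25 lists past camera's threshold. Of 15 lists past this threshold on D0, 13 were also past it with fry, which left out the RIG-I-like receptor and the fructose and mannose lists. With the correlation between genes estimated for each list, cell cycle genes, chemokine ligands and Toll-like receptor genes remained past it. The chemokine, TNF, IL-17 and complement lists were higher and past camera's threshold in all 16 alternative settings in which lists were tested and in all 23 fits without 1 array. The lists overlap: 31 of the TNF, 34 of the IL-17, 17 of the chemokine and 3 of the complement genes are in another list too, so that they are not separate evidence. Table S1 of the paper, made from these rats, names for elderly rats 13 of the chemokine ligands, 11 of the TNF genes, 17 of the IL-17 genes and 14 of the complement genes, and is not independent evidence.
Among the genes of the lists, Ccl7, on chromosome 10 from 70268674 to 70268733, rose from 7.41 ± 0.41 to 9.40 ± 0.46, a log2 FC of 1.99 (standard error 0.30, adjusted p = 0.000626). Ccl2, about 10 kb away at 70257919 to 70257978, rose by 1.46 (0.29, adjusted p = 0.00658) and Tnf, on chromosome 20, by 1.06 (0.22, adjusted p = 0.00889). Lcn2, on chromosome 3 from 11511592 to 11511651, rose by 1.65 (adjusted p = 0.0014). Ccl1 rose by 2.31 (adjusted p = 0.00106), and by 0.91 to 2.45 over 17 settings other than leaving out an array. Cfi, on chromosome 2 from 227324985 to 227325044, rose by 1.65 (adjusted p = 0.000124) and C3 by 0.84 (adjusted p = 0.00397). Cxcl6 was well above background in 4 of 5 exposed rats and 0 of 6 controls, at least 1.46-fold higher in the main settings. It was lost in 3 of 23 fits without 1 array and in 5 of 16 other settings. Over those 16 settings its log2 FC ranged from 0.43 to 2.69, the low end below that bound. Of these genes, Ccl1 and Cxcl6 were above all controls in 4 of 5 exposed rats, and Ccl7, Ccl2, Tnf and Lcn2 in 5 of 5. The paper obtained the pathways from its DEGs with FunMappOne and KEGG, and states that most of the deregulated ones belong to inflammation and immunity and hold mainly over-expressed genes.

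**Figure D1:**
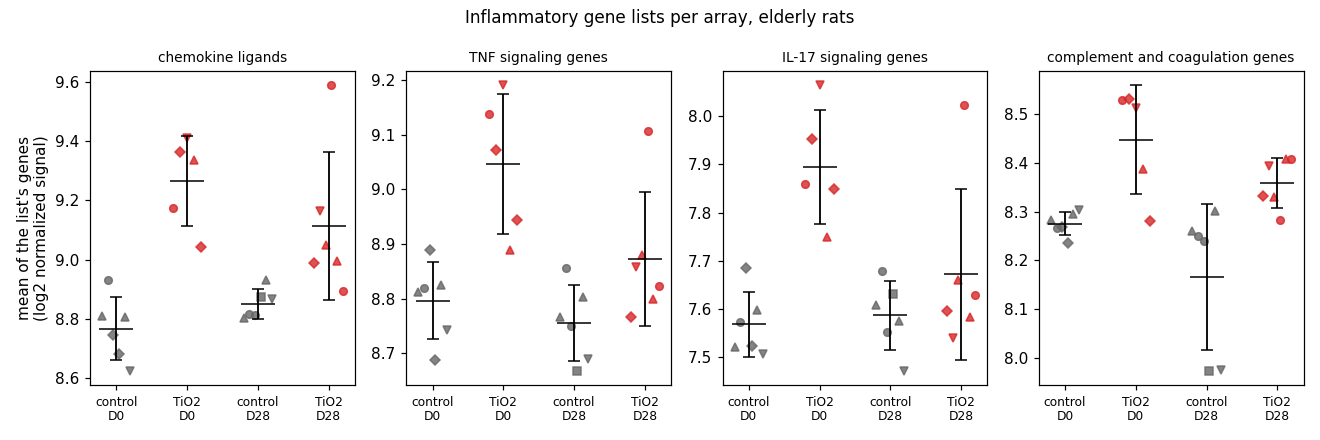
Mean log2 normalized signal of the genes of 4 lists (chemokine ligands, TNF signaling, IL-17 signaling, complement and coagulation) on the y axes, for each elderly rat in the control and TiO2 groups of D0 and D28 on the x axes. Each point is 1 array, its marker shape gives the slide, and bars show the group mean ± SD; on D0 the exposed rats lie above all controls for the first 3 lists, and on D28 one exposed rat reaches 8.02 for the IL-17 list where the others lie between 7.54 and 7.66.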

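Of 25 genes of unsaturated fatty acid synthesis, 12 were lower and 13 higher in exposed rats on D0. The mean log2 FC of the list was -0.059 and its median 0.054, of opposite sign. The mean over the list was 8.56 ± 0.08 (SD, n = 5) in exposed rats and 8.62 ± 0.08 (SD, n = 6) in controls, a difference within the spread (two-sided exact permutation test, p = 0.253; camera adjusted p = 0.858). One gene of the list, Scd, was a DEG, both over all genes and adjusted over the list alone. Of the 4 genes of the list that Table S1 names for elderly rats, Scd, Scd2 and Scd4 were lower and Acot1 higher. Scd, on chromosome 1 from 249458860 to 249458919, had a signal of 12.18 ± 0.57 in exposed rats and 14.33 ± 0.39 in controls, a log2 FC of -2.15 (standard error 0.37, adjusted p = 0.0019), with 5 of 5 exposed rats below all controls.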

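On D28, 174 of the 23056 genes were past both thresholds between 6 exposed and 6 control elderly rats, with 112 over-expressed and 62 under-expressed. The adjusted p alone was passed by 303 genes. The exposed arrays did not overlap the controls for 281 of the 23056 genes, where chance gives 0.216% of genes, and 109 of the 281 were DEGs. With only the arrays of D28 in the model the number of DEGs was 41. Without replicate 1 of the exposed rats it was 111. Of the genes past both thresholds on D0, 388 (94.4%) changed in the same direction on D28, and 89 were DEGs on both days, 87 of them in the same direction. The effect differed between the days for 7 genes, by a test of the difference itself. The DEGs without overlap that rose the most on D28 were Orm1, LOC102549724, Scn10a, LOC103691626 and LOC103691629. Orm1 had 8.69 ± 0.49 (SD, n = 6) in exposed rats and 5.07 ± 1.47 (SD, n = 6) in controls, a log2 FC of 3.62 (standard error 0.53, limma adjusted p = 0.00105). LOC102549724, with a probe on chromosome 2 starting at 185776582, had 9.90 ± 0.84 and 6.60 ± 0.54, a log2 FC of 3.30 (standard error 0.42, adjusted p = 0.000289). The log2 FC of Scn10a was 3.26, of LOC103691626 3.07 and of LOC103691629 2.98. Over 17 settings other than leaving out an array, that of Scn10a ranged from 1.09 to 3.26 and that of Orm1 from 2.06 to 3.73. Among the DEGs without overlap that were lower in exposed rats were Ube2ql1 with -1.27, Arntl with -1.25, Npr3 with -1.21 and RGD1561327 with -1.20. Klk1c3 was also lower, but was well above background in 0 of 6 exposed and 1 of 6 control rats, so that no FC is given. Over the settings other than leaving out an array, Klk1c3 was lost in 3 of 16, and of 17 settings Ube2ql1 was lost in 2, Arntl in 1 and RGD1561327 in 4, where the log2 FC reached -0.55 for Ube2ql1 and -0.25 for RGD1561327.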

Twenty-eight days after the end of exposure, 472 DEGs were observed with 143 genes under-expressed and 329 over-expressed. 

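Among the lists of genes on D28, the 34 chemokine ligands had a mean log2 FC of 0.26 between 6 exposed and 6 control elderly rats, with 22 of them higher in exposed rats. The list mean was 9.11 ± 0.25 (SD, n = 6) against 8.85 ± 0.05 (SD, n = 6), with 5 of 6 exposed rats above all controls (exact permutation p = 0.00433, adjusted over 25 lists 0.0271). The camera adjusted p was 0.00919 and that of fry 0.0631. Ccl1 and Ccl28 were DEGs over all genes, and 5 ligands were past both thresholds adjusted over the list alone, all over-expressed. Ccl28 was well above background in 1 of 6 exposed and 0 of 6 control rats, so that no FC is given. Without replicate 4 of the exposed rats the mean log2 FC was 0.17 and the list was no longer past camera's threshold. The 68 complement and coagulation genes had a mean log2 FC of 0.19, with 45 higher in exposed rats (camera adjusted p = 3.57e-06, fry 0.0116). Of these, 7 were DEGs over all genes and 10 adjusted over the list alone, all over-expressed. Cfi rose by 1.16 (standard error 0.20, limma adjusted p = 0.00457) and C3 by 0.72 (standard error 0.15, adjusted p = 0.0185). For the 53 IL-17 signaling genes the mean log2 FC was 0.085, the list mean was 7.67 ± 0.18 in exposed rats and 7.59 ± 0.07 in controls (exact permutation p = 0.357) and the camera adjusted p was 0.0954. With limma 0 of the 53 were DEGs over all genes, 8 had an unadjusted p below 0.05, all of them higher, and 1 was over-expressed when adjusted over the list alone. Asking for a signal well above background on every array of a group brought the IL-17 list past camera's threshold, with a mean log2 FC of 0.14. The IL-17 and the chemokine list rose less on D28 than on D0, by -0.24 each on the log2 scale (camera adjusted p = 0.0254 and 0.0146 for the difference), but neither was past the threshold with fry, with the slide block or with the replicate block. Of the 17 lists past camera's threshold on D28, where other splits of the arrays gave a median of 4, 7 were also past it with fry, among them the complement list. With the correlation estimated for each list only the 2 lists of clock genes were past it.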

Using the KEGG database, some pathways appeared to be deregulated in a similar way to the one on day 0 like “*IL-17 signaling pathway*”, “*Complement and coagulation cascades*”, and “*Chemokine signaling pathway*” (Figure 5). Two new deregulated pathways were involved in “*Fructose and mannose metabolism*” and “*Protein digestion and absorption*” (Figure 5).

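The 29 genes of fructose and mannose metabolism had a mean log2 FC of 0.10 on D28, with 17 higher in exposed rats. Their mean was 8.77 ± 0.15 (SD, n = 6) in exposed rats and 8.67 ± 0.16 (SD, n = 6) in controls (two-sided exact permutation test, p = 0.294), while camera gave an adjusted p of 0.00119 and fry 0.0631. The mean log2 FC was 0.066 without replicate 5 of the exposed rats and 0.15 without replicate 1 of the controls. With limma 0 were DEGs over all genes and 0 adjusted over the list alone, while 9 higher and 2 lower genes had an unadjusted p below 0.05. Hk3, on chromosome 17, was past the adjusted p but had a log2 FC of 0.51 (standard error 0.10, limma adjusted p = 0.00929), below the FC limit. For protein digestion and absorption, the collagens were taken as the list. Of 43 collagens, 15 were higher in exposed rats, and the mean log2 FC was -0.058. It was -0.014 without replicate 2 of the controls and -0.089 without replicate 4 of the controls. The list mean was 7.22 ± 0.08 in exposed rats and 7.28 ± 0.13 in controls (exact permutation p = 0.385, camera adjusted p = 0.369). Col9a2 was the only DEG of the list, with a log2 FC of 0.61 (standard error 0.13, adjusted p = 0.0175), and was lost in 2 of 23 fits without 1 array and in 6 of 17 other settings. Adjusted over the list alone, 2 collagens were over-expressed.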

#### 3.4.4. Combination between Age and Exposure to TiO_2_ Aerosols

Table 3 summarizes the number of DEGs in the three conditions (common to both exposed groups or specific to young or elderly exposed rats) and at each time-point. The full list of DEGs could be found in Supplementary Table S1. Figure 6 and Figure 7 present the heatmaps for the analysis of the age effect on the exposed groups.

##### DEGs Common to Young and Elderly Rats

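In Table S1 of the paper, 227 gene symbols are listed on D0 for both ages. Of these, 226 were measured in the elderly rats here, and all 226 changed in the direction listed for elderly rats. The median log2 FC was 0.93 for genes listed as over-expressed and -0.86 for those listed as under-expressed. Past both thresholds were 126 over-expressed and 17 under-expressed genes, 63.3% of the 226. Table S1 was made from these elderly rats, so that this is not independent evidence. The list for young rats came from other rats on another version of the array. Of its 572 genes on D0, 556 were measured in the elderly rats, and 522 (93.9%) changed in the direction listed for young rats. The median over 10000 simulated lists matched on mean signal was 50% (binomial simulation, p = 1e-04, the smallest that this number of lists allows). The simulation takes the genes as independent, so that this p does not measure the spread between rats.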

On D0, 230 DEGs were common to young and elderly exposed rats with 35 under-expressed genes and 195 over-expressed ones. Most of the deregulated pathways, with mainly over-expressed genes, were involved in inflammatory response, like “*TNF signaling pathway*”, “*Cytokine-Cytokine receptor interaction*”, “*Chemokine signaling pathway*”, “*IL-17 signaling pathway*”, and “*Complement and coagulation cascades*” (Figure 6). Five pathways involved in infectious and immune diseases were deregulated with common DEGs with inflammatory pathways.

On D28, 90 DEGs were common between young and elderly exposed rats, among which 23 were under-expressed and 67 over-expressed. 

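On D28, 88 symbols of Table S1 were listed for both ages and all were measured in the elderly rats here. They changed in the listed direction without exception, and 40 over-expressed and 13 under-expressed genes were past both thresholds. Of the 128 genes listed for young rats on D28, 125 were measured in the elderly rats and 120 (96%) changed in the listed direction. The simulated lists, which take the genes as independent, had a median of 48.8% (binomial simulation, p = 1e-04, the smallest these lists allow).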

One pathway, composed of over-expressed genes, was deregulated and involved in “*Complement and coagulation cascades*”. Only genes involved in “*Biosynthesis of unsaturated fatty acids*” pathway were under-expressed in both groups at this time-point (Figure 6).

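In elderly rats on D28, 14 of the 25 genes of unsaturated fatty acid synthesis were higher and 11 lower in exposed than in control rats. The mean log2 FC was -0.049, while the median was 0.031 and the direction of the camera test was upward (adjusted p = 0.803; exact permutation test on the list mean, p = 0.379). With limma 0 of these genes were DEGs over all genes, 1 higher and 2 lower genes had an unadjusted p below 0.05, and Scd was past both thresholds adjusted over the list alone. Scd had a signal of 12.64 ± 0.92 (SD, n = 6) in exposed rats and 14.05 ± 0.56 (SD, n = 6) in controls, a log2 FC of -1.40 (standard error 0.35, limma adjusted p = 0.0523). Replicate 4 of the exposed rats had a Scd signal of 14.51, while the other 5 lay between 12.17 and 12.37, and without that array the log2 FC was -1.78 and past both thresholds. Scd2 changed by -0.30, Scd4 by -0.43 and Elovl6 by -0.59, with adjusted p of 0.693, 0.432 and 0.542, and for Scd2 and Scd4 too replicate 4 of the exposed rats lay far above the others. Without that array they changed by -0.49 and -0.68, and Scd4 was past both thresholds, while Elovl6 changed by -0.36 without replicate 4 of the controls. Of the 2 probes of Scd4, one was well above background on 0 arrays and changed by 0.045, and the other changed by -0.90. The young rats were not analysed here.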

##### Specific DEGs in Young Rats

On D0, 342 DEGs were found to be specific to young exposed rats with 138 genes under-expressed and 204 over-expressed (Table 3). Two inflammatory pathways appeared to be deregulated: “*Phagosome*” and “*Hematopoietic cell lineage*” (Figure 6).

Twenty-eight days after the end of exposure, 38 DEGs were detected in the lung tissue of which 14 were under-expressed and 24 over-expressed; however, no pathway appeared to be deregulated.

##### Specific DEGs in Elderly Rats

On D0, 382 DEGs specific to elderly rats were found with 227 under-expressed genes and 155 over-expressed genes. 

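Table S1 lists 385 symbols on D0 for elderly rats and not for young rats. Of these, 378 were measured here and 356 changed in the listed direction. Past both thresholds were 94 (24.9%), 47 over-expressed and 47 under-expressed. The median log2 FC was 0.69 for genes listed as over-expressed and -0.52 for genes listed as under-expressed. Of the 345 symbols that Table S1 lists on D0 for young rats only, 330 were measured in the elderly rats, 298 of them (90.3%) changed in the elderly rats in the direction listed for young rats, and 34 were past both thresholds. The difference of the effect between the ages was not tested, since the young rats were not analysed here.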

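Among the genes of unsaturated fatty acid synthesis other than Scd on D0, the largest falls in exposed elderly rats were those of Scd4, Hacd4, Scd2 and Fads2. Scd4 had a signal of 6.35 ± 0.23 (SD, n = 5) in exposed rats and 6.93 ± 0.17 (SD, n = 6) in controls, a log2 FC of -0.57 (standard error 0.21, limma adjusted p = 0.200), and it was past both thresholds in 6 of 17 settings other than leaving out an array. Its probe that was well above background changed by -1.21 and the other by 0.068. The log2 FC was -0.44 for Hacd4 (adjusted p = 0.422), -0.44 for Scd2 (adjusted p = 0.493) and -0.33 for Fads2 (adjusted p = 0.392). Replicate 6 of the controls was low for Scd2, and without it the log2 FC was -0.57. Acot1 changed in the other direction, by 1.45 (standard error 0.51, adjusted p = 0.172).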

One pathway mainly included under-expressed genes: “*Biosynthesis of unsaturated fatty acids*”. Three pathways involved in inflammatory response appeared to be specifically deregulated in elderly exposed rats with “*RIG-I-like receptor signaling pathway*”, “*NOD-like receptor signaling pathway*”, and “*Toll-like receptor signaling pathway*” (Figure 7A). 

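The 49 Toll-like receptor signaling genes had a mean log2 FC of 0.22 on D0, with 37 higher in exposed elderly rats. The list mean was 8.40 ± 0.12 (SD, n = 5) in exposed rats and 8.18 ± 0.07 (SD, n = 6) in controls, with 4 of 5 exposed rats above all controls (exact permutation p = 0.00649, camera adjusted p = 7.55e-05). Spp1, Tnf and Ctsk were DEGs over all genes, and 3 genes were so adjusted over the list alone. Spp1 rose by 2.20 (standard error 0.51, limma adjusted p = 0.0199) and was lost in 4 of 23 fits without 1 array. Ctsk rose by 0.67 (standard error 0.14, adjusted p = 0.00961). For 42 NOD-like receptor signaling genes the mean log2 FC was 0.22, with 30 higher, and the list mean was 8.87 ± 0.08 against 8.65 ± 0.06 with 5 of 5 exposed rats above all controls (exact permutation p = 0.00216, the smallest possible; camera adjusted p = 0.000131). The DEGs of this list over all genes were Ccl12, Ccl2 and Tnf, and 4 genes were past both thresholds adjusted over the list alone. Ccl12, on chromosome 10 from 70322447 to 70322506, rose by 1.91 (standard error 0.48, adjusted p = 0.0303) and was lost in 8 of the 23 fits. The 30 RIG-I-like receptor signaling genes had a mean log2 FC of 0.12, with 19 higher. Their mean was 8.66 ± 0.13 in exposed rats and 8.53 ± 0.06 in controls, a difference within the larger spread (exact permutation p = 0.0649; camera adjusted p = 0.0399; fry 0.180). Tnf and Tmem173 were DEGs, over all genes and adjusted over the list alone, and Tmem173, on chromosome 18, rose by 0.96 (standard error 0.15, adjusted p = 0.000886). The RIG-I-like receptor list was no longer past camera's threshold with array quality weights, the replicate block, the 4 residual components and in 4 of 23 fits without 1 array. Of the Toll-like, NOD-like and RIG-I-like receptor genes, 24, 17 and 15 are in another list too, and Table S1 names 11, 9 and 7. A difference of these lists between the ages was not tested here.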

Four pathways involved in infectious diseases were also deregulated, but the DEGs involved in them were shared with inflammatory pathways.

On D28, 382 DEGs were observed only in the elderly exposed lungs with 120 under-expressed genes and 262 over-expressed genes. “*Fructose and mannose metabolism*”, “*Chemokine signaling pathway*” (Figure 7B), “*IL-17 signaling pathway*” (Figure 7C), and “*Protein digestion and absorption*” pathways were deregulated, with most DEGs over-expressed.

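On D28, 384 symbols of Table S1 were listed for elderly rats and not for young rats, and 378 were measured here. Of these, 366 changed in the listed direction and 73 (19.3%) were past both thresholds, 56 over-expressed and 17 under-expressed. The median log2 FC was 0.58 for genes listed as over-expressed and -0.48 for genes listed as under-expressed. Of 40 symbols listed for young rats only, 37 were measured in the elderly rats and 32 changed in the listed direction, with 6 past both thresholds. Of the 44 genes in the heatmaps of Fig. 7, 31 were higher in exposed elderly rats on D28 and 5 were past both thresholds, 4 over-expressed and 1 under-expressed.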

## 4. Discussion

This study brings new insights into the impact of age on the pulmonary effects of repeated nanoparticle exposures through conventional and molecular toxicological approaches.

### 4.1. Comparison of Experimental Conditions of Exposures to TiO_2_ Nano-Aerosols

In this study, although the experiments were not performed at the same time, young and elderly animals were exposed following the same protocol 6 h per day, 5 days per week for 4 weeks to 10 mg/m^3^ of the same nanostructured aerosol of TiO_2_ P25. As described previously [12], taking into account the interspecies difference in terms of respiratory parameters and estimated pulmonary deposited fractions, the cumulated deposited dose normalized to lung alveolar cell surface area following animal exposure was approximately the same than that following the daily occupational exposure of a worker at 0.3 mg/m^3^ (the NIOSH recommended exposure limit for ultrafine TiO_2_ [28]) throughout part of his career: 35 h per week, 45 weeks per year for about 20 years.

Due to similar respiratory minute volume [29] and similar clearance, cumulative masses of titanium deposited in lungs at the end of the exposure period and lung burdens over the recovery period were comparable in all exposed young and elderly animals [22]. This lack of difference in terms of experimental conditions and the absence of dose-related bias made possible the direct comparison of the pulmonary toxicological properties of such an aerosol in the two age groups and then to assess whether aging could affect the physio-pathological response in rodents.

Concerning the selected time-points, day 0 allowed evaluating the acute pulmonary response immediately after the end of exposure and day 28 to better understand the potential recovery mechanisms put in place after the end of treatment. Despite the fact that we were able to assess the long-term toxicological effects up to 180 days after the end of exposure for young adults, as shown by Chézeau et al. (2018), we were unable to pursue our investigations beyond 28 days post-exposure with elderly rats due to the lack of healthy animals.

### 4.2. Age Effect

In our study, we observed only minor physiological difference between the two control groups. Neutrophil and lymphocyte percentages were slightly higher in the control elderly group compared to the control young one. These results may be associated with what has been reported in the literature. Indeed, aging usually induces pulmonary changes in innate and adaptive immunity, with decreased phagocytic function of macrophages, reduced activity of natural killer cells, altered serum levels of pro-inflammatory cytokines, higher number of airway neutrophils, and decreased T-cell stimulation by dendritic cells [30,31,32].

Age-related effects have been studied from physiological, histological, and molecular angles in the context of various diseases like lung cancer, chronic obstructive pulmonary disease, and asthma. However, the molecular consequences of aging alone on lungs has been given little attention so far. Our work shed new light on this aspect. Indeed, we obtained a specific age-related gene expression profile. For instance, “*cAMP signaling pathway*” was found to be down-regulated. This observation could be compared to that of Vanscheeuwijck et al. who showed that forskolin stimulation of cAMP synthesis was decreased in elderly (24–25 months) with regard to young (2–3 months) Wistar rats [33]. In our study, “*Olfactory transduction*” pathway was also disturbed with mainly over-expressed genes. Kolbe and collaborators found that olfactory receptors were expressed in airway smooth muscle cells and modulate physiological processes as contractility and hyperproduction of inflammatory protein [34]. In “*Arachidonic acid metabolism*” pathway, Cyp2C was over-expressed that may suggest an increase in epoxyeicosatrienoic acids production, which are anti-inflammatory mediators [35]. This “inflamm-aging” status was described by Lowery et al. with an increase in production of cytokines and a deregulation of the balance pro- and anti-inflammatory mediators [11].

### 4.3. Combination of Age and Exposure Effects—Short-Term Response

Immediately after the end of exposure to TiO_2_ nano-aerosol, levels of induced lung inflammation were comparable in young and elderly rats. Most studies focusing on pulmonary response to TiO_2_ exposure in young adult rodents also highlighted lung inflammation and changes in biochemical parameters [5,15,20,36,37]. However, the most striking difference between the two age groups was the increase of lymphocytes in elderly animals only.

This difference in the cytological BALF profile could be linked to the specific gene expression profile observed in the elderly exposed rats, especially with three up-regulated pathways associated with leukocyte regulation: “*RIG-I-like receptor signalling*”, “*NOD-like receptor signaling*”, and “*Toll-like receptor signalling*” pathways. For each of them, the deregulated genes were involved in activating the production of pro-inflammatory cytokines and chemokines. For the “*Toll-like receptor signaling*” pathway, the deregulated genes would lead to “*Chemotactic effects of T cells*”. Toll-like receptors are key molecules in the recognition and initiation of the innate immune responses, and stimulate a range of inflammatory cytokines like the IL-6 family and TNFα [11,38]. 

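Tlr2, with a probe on chromosome 2 of rn4 from 175608160 to 175608217, had a signal of 11.03 ± 0.19 (SD, n = 5) in exposed elderly rats on D0 and 10.61 ± 0.31 (SD, n = 6) in controls. Its log2 FC was 0.42 (standard error 0.15, limma adjusted p = 0.156), higher on average, with 1 of 5 exposed rats above all controls, and neither threshold was passed. Over the 17 settings other than leaving out an array, the log2 FC stayed between 0.39 and 0.52, and with each array left out between 0.37 and 0.54.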

TLR2, which was over-expressed in our case, is expressed by dendritic cells and on the surface of activated and memory T cells [39]. Its function as a costimulatory receptor molecule for T cell activation helps to maintain T cell memory [40]. 

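Of Ackr4, Tnfsf9, Tnfrsf12a, Gdf3, Il4, Ifnb1 and Il11 in elderly rats on D0, Ackr4 was past both thresholds. Ackr4, with probes on chromosome 8 of rn4 starting at 109160239 and 109161417, had a signal of 8.09 ± 0.32 (SD, n = 5) in exposed rats and 8.96 ± 0.23 (SD, n = 6) in controls, a log2 FC of -0.87 (standard error 0.21, limma adjusted p = 0.0260). It was lost in 7 of 23 fits without 1 array, and replicate 6 of the controls was lower, at 8.50, than the others at 8.98 to 9.11. Tnfsf9 had 7.15 ± 0.16 in exposed rats and 6.47 ± 0.23 in controls, with 5 of 5 exposed rats above all controls, a log2 FC of 0.68 (standard error 0.21, adjusted p = 0.0900). Tnfrsf12a, on chromosome 10 from 12940627 to 12940686, had 9.51 ± 0.37 and 8.89 ± 0.14, also with 5 of 5 above all controls, a log2 FC of 0.61 (standard error 0.17, adjusted p = 0.0502). Gdf3, on chromosome 4, had 6.76 ± 0.41 and 6.03 ± 0.45, a log2 FC of 0.73 (standard error 0.23, adjusted p = 0.113). The log2 FC of these 3 genes was above the limit in size, but the adjusted p was above 0.05. Il4, on chromosome 10 from 39074590 to 39074649, was well above background in 0 of 5 exposed and 2 of 6 control rats, so that it was at least 1.04-fold lower (adjusted p = 0.145), and replicate 3 of the exposed rats was at 3.36 where the others lay between 1.61 and 1.97. Ifnb1, on chromosome 5, was well above background in 0 of 5 exposed and 1 of 6 control rats, and its signal of 3.17 ± 0.27 against 3.58 ± 1.56 did not differ beyond the spread (adjusted p = 0.930). Without replicate 4 of the controls the log2 FC of Ifnb1 was 0.16, of the other sign.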

In the “*Cytokine-cytokine receptor interaction*” pathway, some genes appeared to be elderly-specific: *IL-4*, *Ifnb1*, and *Ackr4* were under-expressed and *Tnfsf9*, *Tnfrsf12a*, *IL-11*, and *Gdf3* were over-expressed. IL-4 is an inhibitory cytokine produced by Th2 cells and inhibits inflammatory cytokine production by macrophages [41,42]. *Ifnb1* transcription is repressed at the late phase of macrophage activation [43]. These dysregulations could lead to an activation of interaction with the TNF/TGFβ and IL-6/IL-12-like families and an inhibition of interaction with Cxcl-type chemokines and IL-4 families. IL-6, a pleiotropic cytokine, is involved in immunity mechanisms, by promoting the Th17 differentiation and the proliferation of cytotoxic T cells [38]. 

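The probe of Il11 lies on chromosome 1 of rn4 from 67792503 to 67792562. On D0 its signal was 4.90 ± 0.81 (SD, n = 5) in exposed elderly rats and 4.07 ± 0.44 (SD, n = 6) in controls, well above background in 4 of 5 and 3 of 6 rats. The log2 FC was 0.83 (standard error 0.40, limma adjusted p = 0.427), with 2 of 5 exposed rats above all controls. A two-sided exact permutation test gave p = 0.0584, and the log2 FC ranged from 0.21 to 1.16 over 16 settings other than leaving out an array.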

IL-11, which was over-expressed in our study, is also a pleiotropic cytokine of the IL-6 cytokine family, that plays a key role in the remodelling of the airways and the development of airway hyper-responsiveness [44].

### 4.4. Combination of Age and Exposure Effects—Recovery Response

Twenty-eight days after the end of exposure, less severe but still significant lung inflammation was observed in both age groups but without any major difference between young and elderly animals.

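Of 13 genes of the chemokine and IL-17 pathways examined in elderly rats on D28, 10 were higher and 3 lower in exposed rats, and Ccl1 and Gng13 were past both thresholds. Ccl1, on chromosome 10 of rn4 from 70380681 to 70380740, had a signal of 6.08 ± 0.42 (SD, n = 6) in exposed rats and 4.58 ± 0.63 (SD, n = 6) in controls, a log2 FC of 1.50 (standard error 0.36, limma adjusted p = 0.0386), with 6 of 6 exposed rats above all controls. It was lost in 12 of 23 fits without 1 array and in 3 of 17 other settings, over which the log2 FC ranged from 0.51 to 1.79. Gng13, on chromosome 10 from 14988089 to 14988148, had 9.30 ± 0.22 and 10.12 ± 0.36, a log2 FC of -0.82 (standard error 0.15, adjusted p = 0.00725), and was lost only in the model of the D28 arrays alone, among 17 settings and 23 fits without 1 array. Ccl7 had 8.61 ± 0.73 and 7.56 ± 0.36, a log2 FC of 1.04 (standard error 0.28, adjusted p = 0.0755). The log2 FC of Ccl2 was 0.92 (standard error 0.28, adjusted p = 0.123). For Ccl12 it was 1.37 (standard error 0.45, adjusted p = 0.176), where replicate 4 of the exposed rats was at 10.25 and the others between 7.13 and 7.84. For Cxcl2 it was 0.75 (standard error 0.32, adjusted p = 0.364), and the same array was at 11.33 where the others lay between 9.69 and 10.17. Without that array the log2 FC was 0.90 for Ccl12, 0.50 for Cxcl2 and 0.19 for Ccl17. Ccl3, on chromosome 10 from 71744611 to 71744670, was above all controls in 6 of 6 exposed rats with a log2 FC of 0.38 (adjusted p = 0.108), which is below the FC limit, and replicate 5 of its controls was low, at 12.36. The log2 FC of Akt1 was 0.38 (adjusted p = 0.581), of Ccl17 0.32 (adjusted p = 0.670) and of Cxcl6 0.29 (adjusted p = 0.925), and that of Cxcl6 was -0.12 without replicate 4 of the exposed rats and 0.56 without replicate 3. Grk5, with 3 probes on chromosome 1, changed by -0.31 (adjusted p = 0.256), with replicate 6 of the controls at 9.07 and the others from 9.59 to 9.72. Ccl5, on chromosome 10 from 71605854 to 71605913, changed by -0.61 (adjusted p = 0.567), with replicate 2 of the exposed rats at 15.41 and the others from 14.07 to 14.31, and by -0.38 without replicate 4 of the controls. A difference between the ages was not tested, since the young rats were not analysed here.

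**Figure D2:**
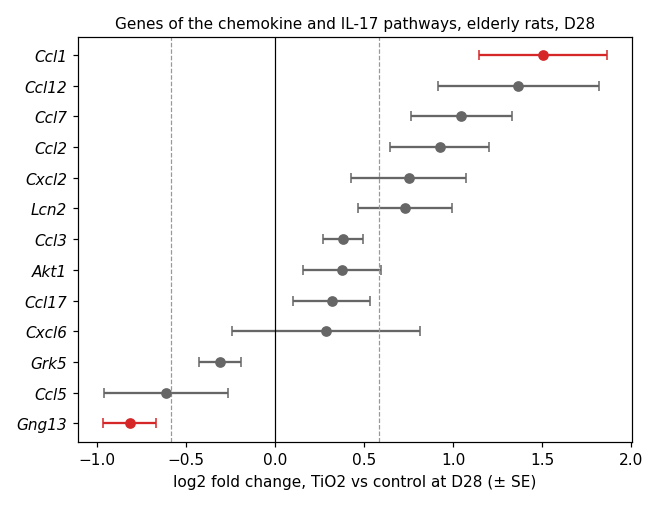
Log2 FC between exposed and control elderly rats on D28 (x axis) of 13 genes (y axis), n = 6 rats per group; bars show the standard error, dashed lines the 1.5-fold limit in both directions, and red points the genes past both thresholds. Ccl1, at 1.50, and Gng13, at -0.82, are red.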

At this stage, although no physio-pathological difference was noted, the molecular approach highlighted an elderly-specific gene expression profile with the up-regulation of *Cxcl2*, *Ccl7*, and *Ccl1* and the dysregulation of the “*Chemokine signaling*” pathway, including down-regulated (*Grk5*, *Gng13*, and *Ccl5*) and over-expressed (*Cxcl6*, *Ccl3*, *Ccl2*, *Ccl17*, *Ccl12*, and *Akt1*) genes. Using the KEGG database, our results lead to the hypothesis of the activation of the Akt pathway with the down-regulation of Grk5 and Gng13 and the up-regulation of different cytokines and chemokines. The activation of the Akt pathway could lead to cytokine production, cell survival, migration, apoptosis and cellular growth, and differentiation. Xie et al. showed that the PI3K/Akt pathway was involved in pro-inflammatory production [45]. 

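Lcn2 had a signal of 10.43 ± 0.67 (SD, n = 6) in exposed elderly rats on D28 and 9.70 ± 0.38 (SD, n = 6) in controls, a log2 FC of 0.73 (standard error 0.26, limma adjusted p = 0.232), with 3 of 6 exposed rats above all controls. With each array left out in turn its log2 FC stayed between 0.48, without replicate 4 of the exposed rats, and 0.84. For the list of 53 IL-17 signaling genes, replicate 4 of the exposed rats was far above the others, and without it the mean log2 FC of the list was 0.015.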

The “*IL-17 signaling*” pathway was also up-regulated with elderly-specific over-expression of *Lcn2*, *Cxcl6*, *Ccl2*, *Ccl17*, and *Ccl12* genes. The activation of NF-κB signalling alters the interaction of IL-17 with receptors, which could lead to the activation of autoimmune pathology, neutrophilic recruitment, and immunity to extracellular pathogens. Since a more sustained induction of inflammation-related pathways by TiO_2_ nano-aerosol in elderly animals is described one month after the end of exposure, one may wonder whether this process may be observable at longer post-exposure time-points. Even-though we were not able to verify this due to the lack of animals, from a physio-pathological viewpoint, persistent inflammatory response may contribute to more pronounced adverse effects and pathologies in the elderly population than in younger individuals.

## 5. Conclusions

Our study provides new insights into the effect of age on the pulmonary toxicity of inhaled TiO_2_ nano-aerosol using conventional and molecular approaches. Despite the fact that there was little difference in terms of inflammation and histopathological changes between the two age groups, except for an increase in lymphocytes in elderly exposed animals immediately after the end of exposure, striking variances in terms of gene expression profiles between young and elderly rats, even without any treatment, were observed. Our data demonstrate that there is a need to further investigate the effect of age on the toxicity of nanomaterials and ultrafine environmental nanoparticles to better understand why older populations have a different susceptibility to such exposure. Molecular approaches such as transcriptomics appear to be efficient tools for achieving this goal.

## Figures and Tables

**Figure 1:**
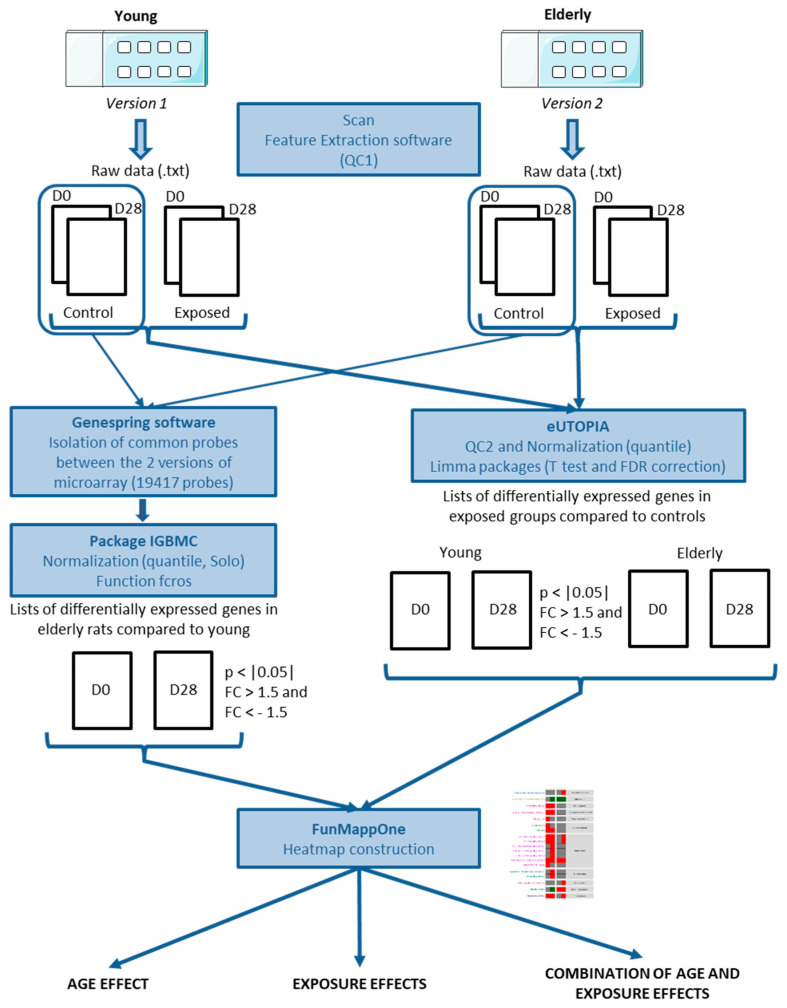
Transcriptomic analysis procedures: D0: Day 0; D28: Day 28; QC1/QC2: Quality Control 1 and 2; IGBMC: Genetic and Molecular and Cellular Biology Institute (Strasbourg, France).

**Figure 2:**
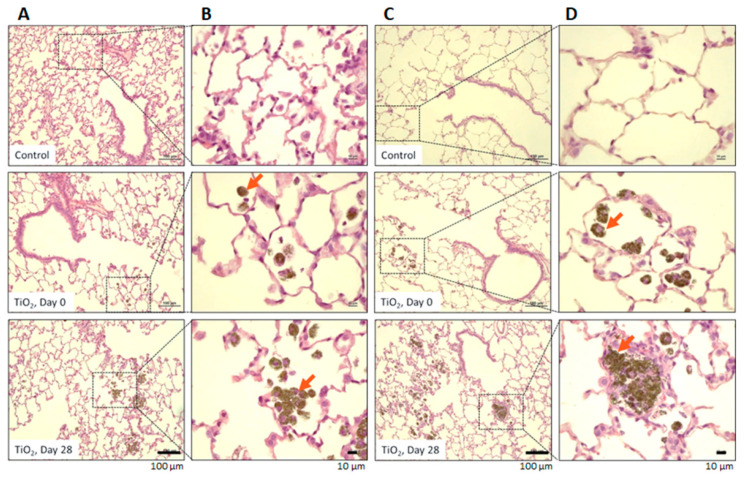
Lung Histopathology: Representative microscopy images of hematoxylin-eosine stained lung sections of controls and exposed to TiO_2_ aerosol of both age. (**A**,**B**) are from lungs of young control and exposed rats, (**C**,**D**) are from lungs of elderly control and exposed rats. Red arrows indicate macrophages containing nanoparticles. (**A**,**C**) magnification ×40; (**B**,**D**) magnification ×200.

**Figure 3:**
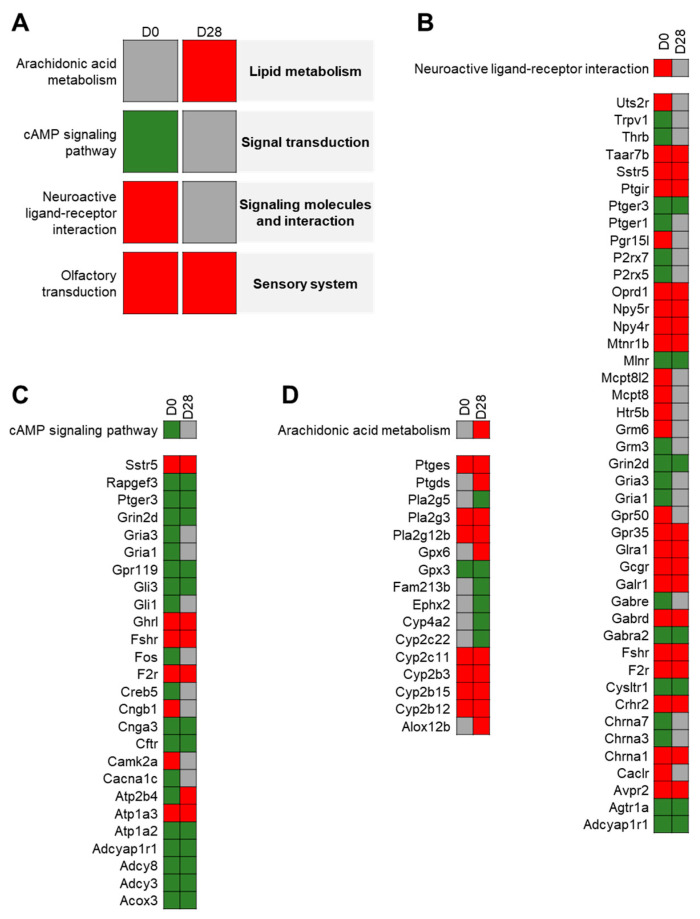
Age effect on control rats: Heatmap from the FunMappOne tool. Global disturbing pathways (**A**) and detailed genes for “*cAMP signaling pathway*” (**B**), “*Neuroactive ligand-receptor interaction*” (**C**) and “*Arachidonic acid metabolism*” (**D**) were deregulated in elderly control rats compared to young control group. The first column represents the data for day 0 (D0) and the second for day 28 (D28). The color of the boxes represents the level of expression of a majority of genes involved in this pathway: green for under-expression in elderly animals compared to young ones, red for over-expression, and grey for no difference.

**Figure 4:**
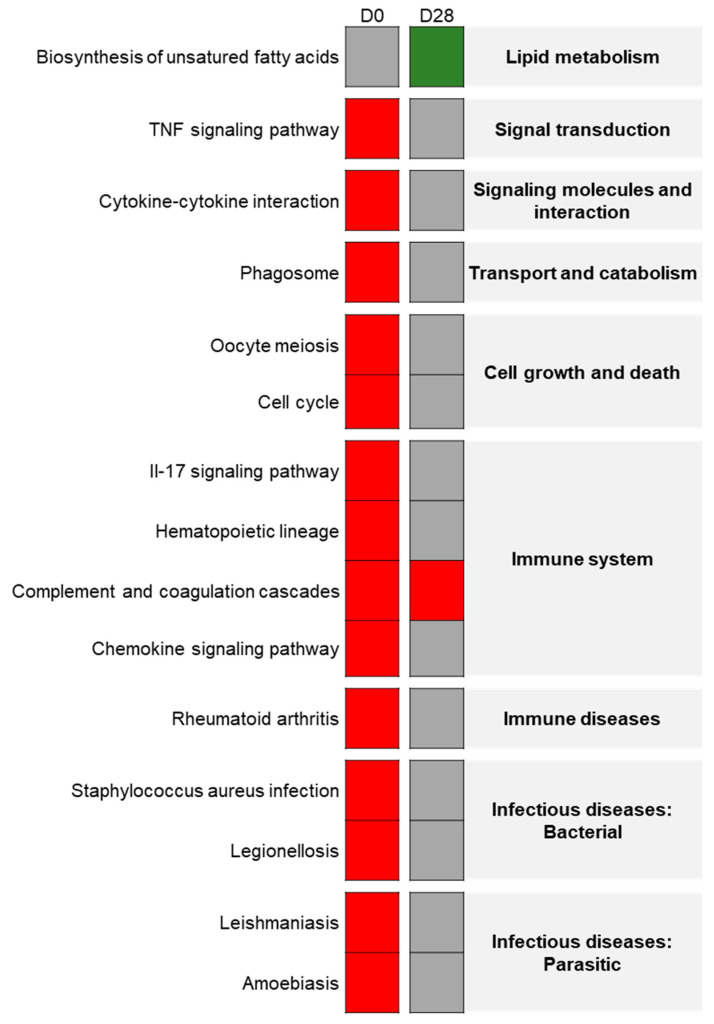
Exposure effect on young rats: Heatmap from the FunMappOne tool. The first column represents the data for day 0 (D0) and the second for day 28 (D28). The color of the boxes represents the level of expression of a majority of genes involved in this pathway: green for under-expression in exposed group compared to controls, red for over-expression, and grey for no difference.

**Figure 5:**
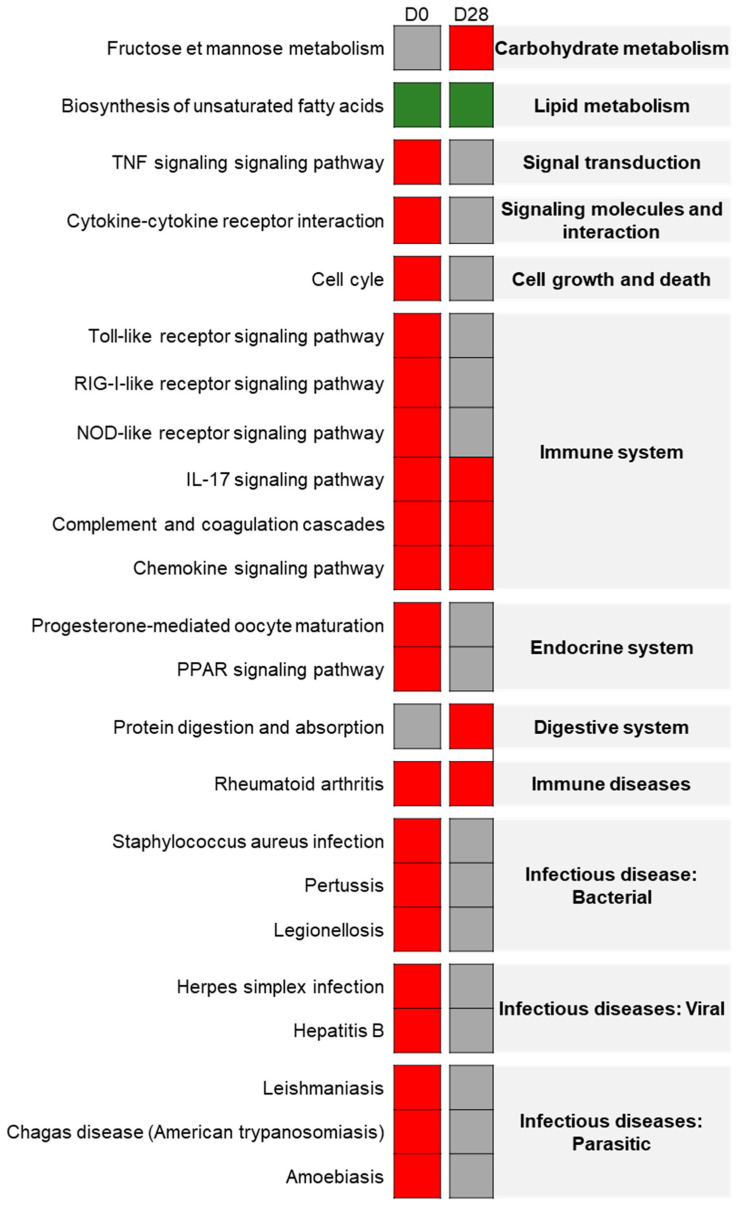
Exposure effect on elderly rats: Heatmap from the FunMappOne tool. The first column represents the data for D0 and the second for D28. The color of the boxes represents the expression of a majority of the genes involved in this pathway: green for under-expression in exposed group compared to controls, red for over-expression, and grey for no difference.

**Figure 6:**
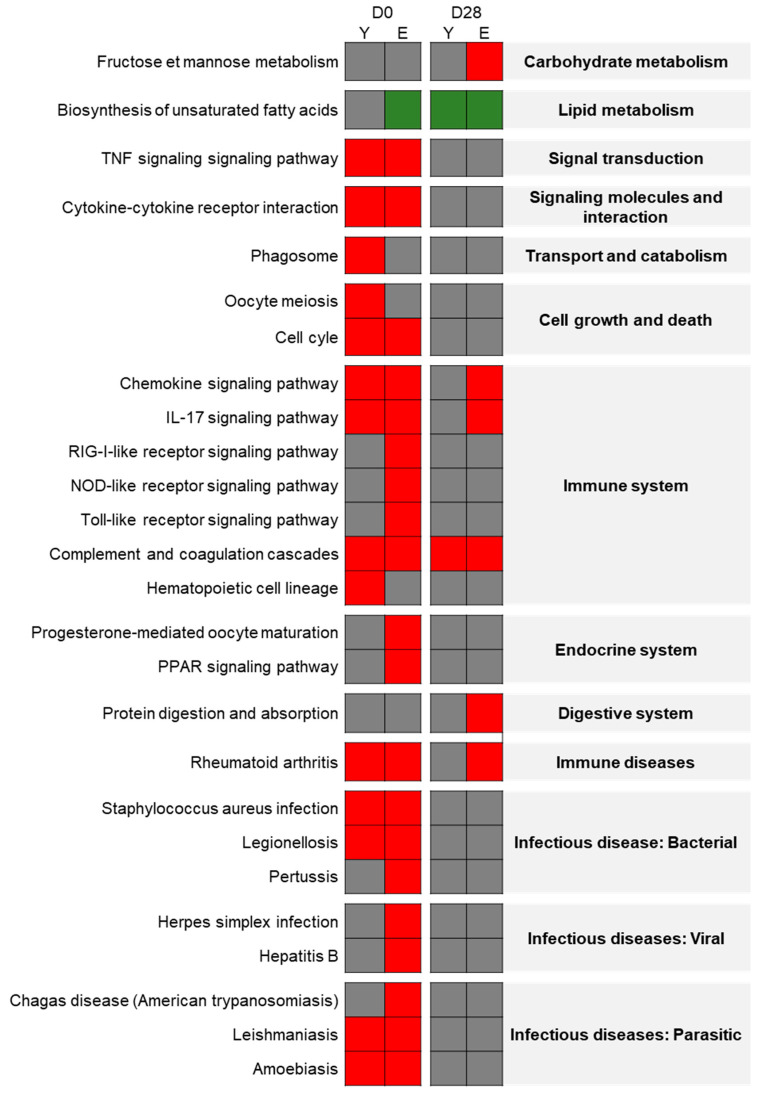
Age effect on exposed rats: Heatmap from FunMappOne tool. Columns 1 and 2 represent the data for D0 and columns 3 and 4 for D28. Columns 1 and 3 represent the data from the young rat group (Y) and columns 2 and 4 from the elderly rat group (E). The color of the boxes represents the expression of a majority of the genes involved in this pathway: green for under-expression, red for over-expression, and grey for no difference.

**Figure 7:**
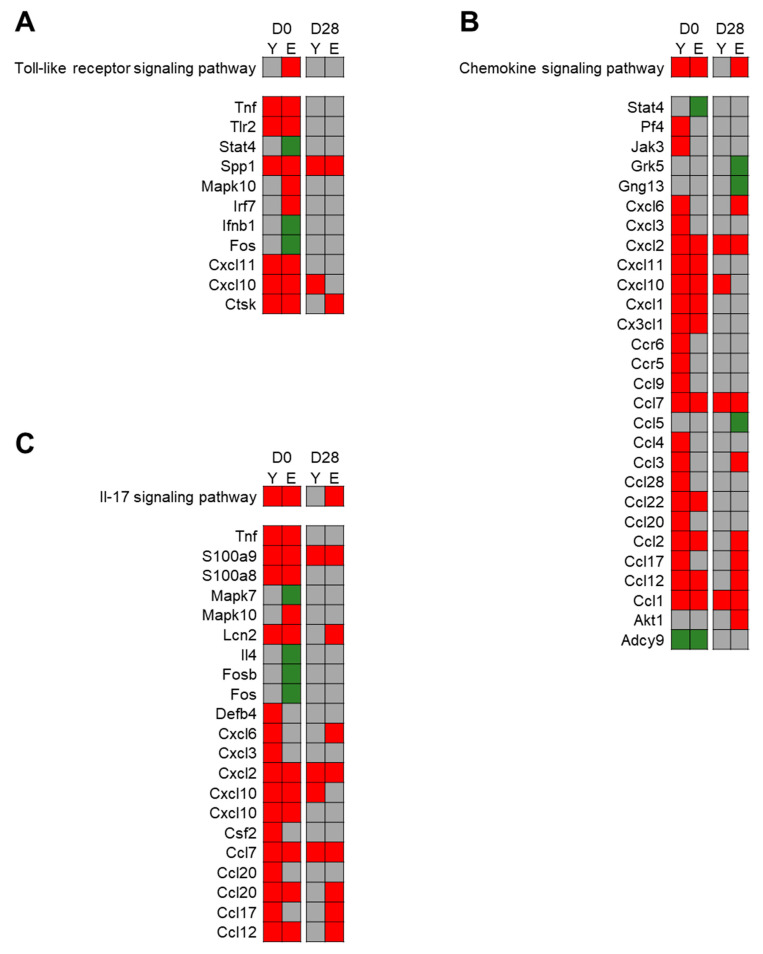
Age effect on exposed rats—Detailed deregulated pathways: Heatmap from FunMappOne tool. Detailed DEGs were presented for “*Toll-like receptor signaling pathway*” (**A**), “*Chemokine signaling pathway*” (**B**) and “*Il-17 signaling pathway*” (**C**). “Columns 1 and 2 represent the data for day 0 (D0) and columns 3 and 4 for day 28 (D28). Columns 1 and 3 represent the data from the young rat group (Y) and columns 2 and 4 from the elderly rat group (E). The color of the boxes represents the expression of the genes involved in these three pathways: green for under-expression, red for over-expression, and grey for no difference.

**Table 1:** Main titanium dioxide particle and aerosol characteristics.

Particle Size (nm)	Specific Surface Area (m^2^/g)	Aerosol Mass Concentration (mg/m^3^)	Aerosol Number Concentration (Particle/cm^3^)	CMAD (nm) (ELPI)	MMAD (nm) (SIOUTAS)	Ti Lung Deposited Dose (mg/Lung) *
21.5 ± 7.2	51	10.17 ± 3.29 (young)	24,000 ± 6400	269 (GSD: 2.22)	905 (GSD: 2.19)	2.08 ± 0.09
		10.42 ± 1.80 (elderly)				2.19 ± 0.40

CMAD: Count Median Aerodynamic Diameter; MMAD: Mass Median Aerodynamic Diameter; GSD: Geometric Standard Deviation. Full particle and aerosol characteristics have already been published [21]. * Titanium lung deposited doses at Day 0 were from Gaté et al. [22].

**Table 2:** Physiological parameters.

Parameters		Time-Point	Young Rats				Elderly Rats			
			Control	Exposed	Exposure Effect (*p*-Value and Fold Change)		Control	Exposed	Exposure Effect (*p*-Value and Fold Change)	
Biometry	Body weight (g)	D0	296.0 [289.0; 302.3]	278.5 [267.8; 288.5]	*	0.94	364.0 [357.0; 380.5]	358.0 [349.5; 360.5]	NS	0.98
		D28	341.1 [333.0; 345.4]	352.7 [342.9; 359.4]	NS	1.03	414.5 [384.5; 430.3]	425.0 [394.5; 447.5]	NS	1.03
	Lung weight to body weight ratio	D0	0.0042 [0.0039; 0.0044]	0.0053 [0.0051; 0.0056]	**	1.26	0.0049 [0.0046; 0.0051]	0.0054 [0.0053; 0.0057]	*	1.10
		D28	0.0049 [0.0046; 0.0052]	0.0043 [0.0041; 0.0045]	**	0.88	0.0044 [0.0042; 0.0050]	0.0045 [0.0044; 0.0048]	NS	1.02
BALF cytology	Neutrophils percentage (%)	D0	1.60 [1.20; 2.00]	51.0 [50.0; 57.0]	**	31.90	5.400 [3.700; 7.250]	45.20 [36.80; 49.20]	**	8.37
		D28	2.10 [1.95; 3.45]	14.5 [11.2; 20.8]	*	6.90	7.600 [5.000; 7.800]	25.40 [19.20; 28.00]	**	3.34
	Lymphocytes percentage (%)	D0	0.20 [0.20; 0.40]	0.00 [0.00; 0.20]	NS	/	0.600 [0.400; 1.100]	4.200 [4.000; 4.800]	**	7.00
		D28	0.00 [0.00; 0.05]	0.300 [0.20; 0.40]	NS	/	0.000 [0.000; 0.000]	0.800 [0.400; 1.200]	*	/

Lung biometry and BALF cytology are presented for young and elderly rats (*n* = 6 per group). All data are presented as median [Q1; Q3] and *p*-value are presented as NS = no significance, * *p* < 0.05 and ** *p* < 0.01. Data for young rats were reanalyzed from Chézeau et al. [12].

**Table 3:** Number of DEGs on day 0 and day 28 after exposure in both groups.

	Day 0			Day 28		
	Total	↘	↗	Total	↘	↗
Common to both exposed groups	230	35	195	90	23	67
Specific to young exposed rats	342	138	204	38	14	24
Specific to elderly exposed rats	382	227	155	382	120	262

Number of total DEGs (FC ≥ |1.5| and f-value ≤ |0.05|) at the two time-points (day 0 and day 28) that were commonly or specifically deregulated in young and/or elderly rats. **↘**: Downregulated genes; ↗: Upregulated genes.

## Data Availability

Microarray data have been deposited in the Gene Expression Omnibus database where they are accessible under GEO Series accession number GSE99997 and GSE145479 for the young and elderly groups respectively (http://www.ncbi.nlm.nih.gov/geo, accessed on 18 February 2020). Other data are available upon request.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/nano11061466/s1, Figure S1: Representative images of BALF and lung cells, Table S1: Differentially expressed genes following TiO_2_ exposure.

# Supplementary material for: Exposure to TiO2 Nanostructured Aerosol Induces Specific Gene Expression Profile Modifications in the Lungs of Young and Elderly Rats
**Source:** Nanomaterials (Basel). 2021 Jun 1;11(6):1466. doi: 10.3390/nano11061466
**Supplement:** Supplementary file 1

# Exposure to TiO<sub>2</sub> Nanostructured Aerosol Induces Specific Gene Expression Profile Modifications in the Lungs of Young and Elderly Rats

Sarah A. Valentino, Laëtitia Chézeau, Carole Seidel, Sylvie Sébillaud, Mylène Lorcin, Monique Chalansonnet, Frédéric Cosnier and Laurent Gaté \*

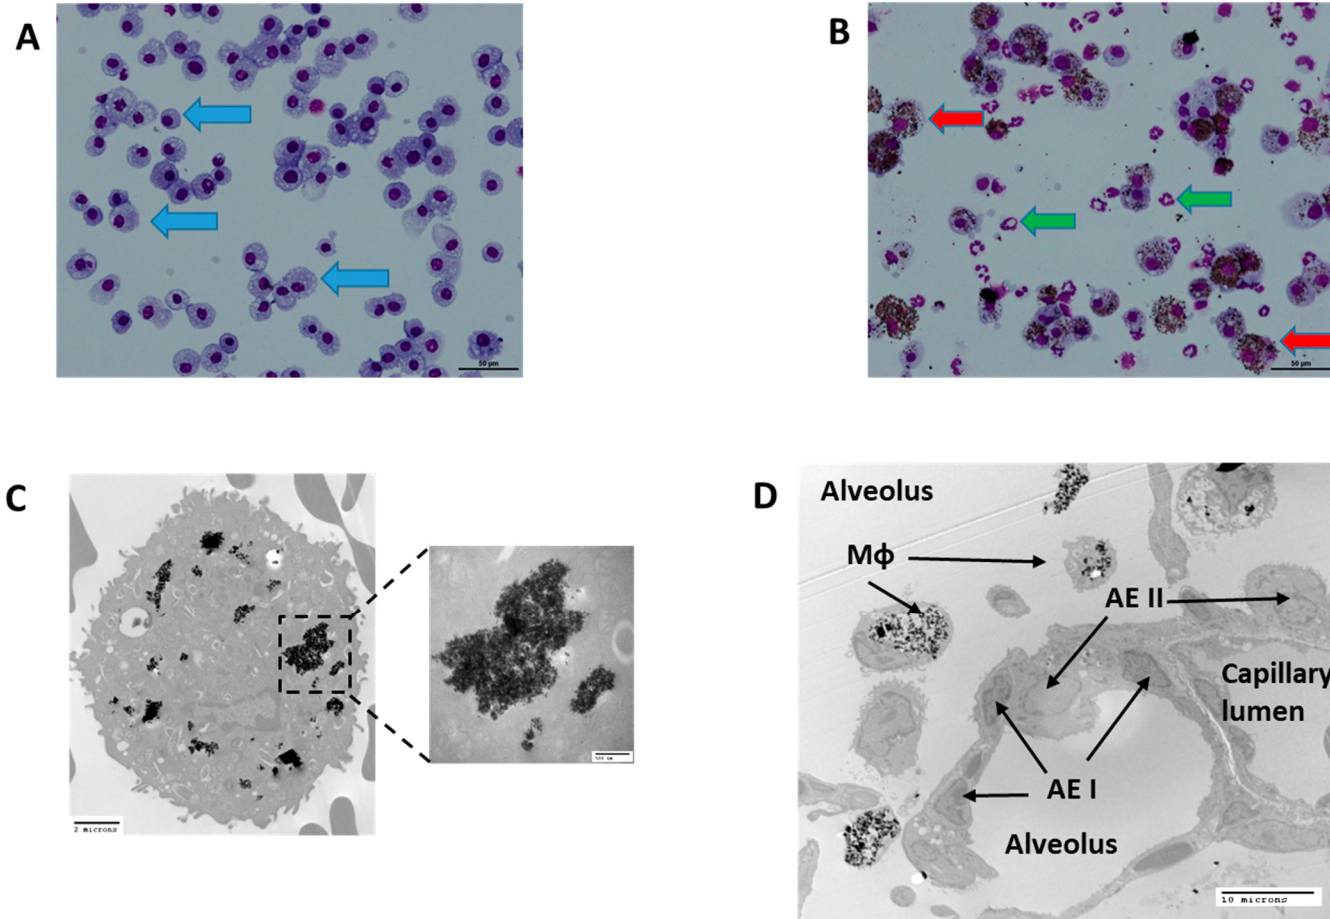

**Figure S1:** Representative images of BALF and lung cells. A) Representative image of BALF cells from control animals (D0) stained with MGG method. B) Representative image of BALF macrophages from exposed animals to TiO<sub>2</sub> (D0) stained with MGG method. C) Representative image of Transmission Electron Microscopy of a BALF macrophage from animals exposed to TiO<sub>2</sub> (D0). Blue arrow: macrophage; Red arrow particle-laden macrophages; Green arrow: Neutrophilic granulocytes. D) Representative image of Transmission Electron Microscopy of lung tissue from animals exposed to TiO<sub>2</sub> (D0). AE I: Type I Alveolar epithelial cell; AE II: Type II Alveolar epithelial cell; Mφ: Macrophage.

Table S1: Differentially expressed genes following TiO<sub>2</sub> exposure.

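Table S1 lists 612 genes for elderly rats on D0, of which 604 were measured here. Of these, 582 (96.4%) changed in the listed direction and 237 (39.2%) were past both thresholds. Across these genes, which are not independent replicates, the listed log2 FC and the value here had a Pearson r of 0.869 and a Spearman rho of 0.858. The median size of the log2 FC was 0.75 in Table S1, the paper's value, and 0.70 here. Of the DEGs found here, 174 were not in the list. For D28, 466 of 472 listed genes were measured, 454 (97.4%) changed in the listed direction and 126 (27.0%) were past both thresholds, with an r of 0.889 and a rho of 0.794 across genes. The median size of the log2 FC was 0.74 in Table S1 and 0.59 here, and 48 DEGs found here were not listed. As the table and the arrays come from the same rats, these shares describe the processing and are not independent evidence. Of the 5 genes with the highest FC in the list of D0, Foxn4 and LOC102548289 were not tested because outlier-marked spots left a missing value. For Tenm3, with a log2 FC of 0.87 here, replicate 2 of the exposed rats was at 12.62 and the other 4 between 4.02 and 4.81. RGD1566373 had a log2 FC of 1.74 (standard error 1.18, limma adjusted p = 0.689), with 0 of 5 exposed rats above all controls, and one of 0.81 without replicate 5 of the controls. Among the genes with the lowest FC in that list, Cacng5 had a log2 FC of 0.19, LOC102551157 one of -0.57 and LOC689840 one of -0.65, with standard errors of 0.80, 0.76 and 0.71. In LOC102551157 and LOC689840 replicate 4 of the controls was far above the others, at 7.44 and 7.88. On D28, Retnla had a log2 FC of 2.64, Saal1 2.40, Fcrla -0.78 and LOC681458 -0.74, the last 2 not past the adjusted threshold (0.190 and 0.321).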

How the deposited data were processed for this re-analysis (not part of the article)

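Lung RNA of elderly rats was measured on Agilent single-colour rat arrays with 23 arrays, 1 rat each, in 4 groups: 6 control and 5 exposed rats on D0, and 6 control and 6 exposed rats on D28. RNA came from the accessory lobe, while the lavage of the paper was from the left lobe. The young rats, the comparison of ages, the lavage and the histology were not analysed here. The groups followed the titles and descriptions of the samples and the paper where the source label of the exposed arrays of D28 gave day 0.

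The authors deposited the output of the scanner software for each array and one table of all arrays. The scanner output holds intensities per spot: the processed signal, which is corrected for background and for spatial trends within the array, and the mean and median brightness of the spot and its local background. None of these is normalized between arrays. The software was version 11.0.1.1 on 22 arrays and 12.0.1.1 on 1. The table of all arrays holds intensities on the linear scale with 62976 spots, control spots included, quantile normalized between the arrays: its sorted columns are identical. Its columns follow the median signal of the same array (Spearman correlation of at least 0.99998), without background correction.

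From the scanner output, control spots were left out, spots marked as outliers by the software were set missing, and log2 processed signals were used. Probes were kept when above the 95th percentile of the array's 308 negative control spots on at least 5 arrays, which left 40418 of 45598 probes. The arrays were quantile normalized, spots of a probe were averaged, and 32442 probes with a gene symbol were averaged to 23056 genes, of which 6970 had more than 1 probe. A gene with a missing value was dropped, which removed 29. Among DEGs with more than 1 probe, probes had log2 FC of both signs in 2 of 110 on D0 and in 1 of 44 on D28. Gene names were those in the 1 array file of the later software version in place of the 22 older ones. This was chosen after the files were seen and before any test, because more symbols of Table S1 matched (608 against 561 of 612 on D0, 467 against 425 of 472 on D28). Probe positions are those of rn4 in the array files, and were not converted.

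One limma model with a mean for each of the 4 groups was fitted to all arrays, with 19 residual degrees of freedom, moderated variances and no batch term. Contrasts were exposed against control rats on D0 and on D28, the difference between these effects, and control rats of D28 against those of D0. DEGs had a Benjamini-Hochberg adjusted p below 0.05 over the genes tested and a FC of at least 1.5 in either direction. A FC against a group with no array well above background is given as a bound, or not at all where the other group lay near background too. All adjusted p of genes come from limma.

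Lists of genes were drawn up from general knowledge of the pathways the paper names, and of cell types and processes, and not copied from KEGG: 10 for the pathways (chemokine ligands, TNF, IL-17, complement and coagulation, Toll-like, NOD-like and RIG-I-like receptors, unsaturated fatty acids, fructose and mannose, collagens) and 15 others (cell cycle, clock genes in 2 lists, glucocorticoid-induced, heat shock and immediate early genes, and markers of macrophages, neutrophils, T cells, B cells, type II pneumocytes, ciliated and secretory airway cells, endothelium, smooth muscle, and cardiac and skeletal muscle). The clock lists hold genes that rise with Nr1d1 (10 measured) and genes that rise with Arntl (5 measured). The 25 lists held from 5 to 68 measured genes. They were tested with camera with a preset correlation of 0.01, and beside it with fry and with camera with an estimated correlation, adjusted over the lists of a contrast. The mean of a list per array was compared within a day by a two-sided exact permutation test, whose smallest p is 0.00216 for 5 against 6 and for 6 against 6 rats. The lists for young rats in Table S1 were compared with 10000 simulated lists matched on mean signal in 20 bins. For each bin and listed direction, the number of genes in that direction was drawn from a binomial distribution. Its probability was the share of the bin's genes with that sign, and genes were taken as independent.

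The main settings, these lists, the contrasts, 20 alternative settings and 23 fits that left out 1 array each were chosen before the data were examined. The alternatives were 75th percentile scaling, cyclic loess, normexp background correction with an offset of 50, the median signal without background correction, the deposited table, filters at the 80th percentile of negative controls on 75% of arrays, by the software's mark for spots well above background or none, the probe with the highest mean signal, the median of the probes, each probe on its own, only the arrays of a day, an intensity trend with robust estimation, array quality weights, the slide as a block, the replicate number as a block, 1 residual component, the 4 residual components that 20 permutations supported, no FC limit, and an unadjusted p. The scan day was not run apart, since each slide was scanned on 1 day. The genes named were fixed in the same way: every gene the text names for exposed elderly rats, the genes of Fig. 7, per day the 5 highest and the 5 lowest log2 FC among DEGs without overlap between the groups, the 5 highest and lowest of Table S1, and members of a list under discussion.

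The precision is limited by the number of arrays. The 75th percentile of the processed signal was between 1383 and 3470 over the arrays, and 69.5 to 77.9% of the spots were well above background. The correlation between arrays of a group had a median of 0.983 in controls and 0.980 in exposed rats on D0, and of 0.974 and 0.977 on D28. The model was tested on simulated data in which each gene's values were drawn independently, with that gene's residual spread on these arrays. In these data 200 of 23056 genes were changed by 4-fold or 2-fold. They held no difference between slides, no correlation between genes and no far array. Genes called falsely for such reasons are therefore not covered by the counts that follow. On D0, 89% of the 4-fold and 57% of the 2-fold changes were recovered with 6 unchanged genes called, and on D28 87%, 64% and 8. Calculations were made in R 4.3.3 with limma 3.58.1 and data.table 1.17.8.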

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

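Chosen only after the results had been seen were the tests of the hour of killing, of a clock effect shared by both days, of a single array for the clock genes and of the reversal of the clock genes, the reading of the fits with the slide as a block, planned beforehand, as a test of a difference between slides, and the limits by which each test was read.

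In 286 groups of arrays examined for a single far array, 29 had one, where chance gives 14.3: 2 of 16 for properties of the array, 11 of 100 for means of gene lists and 16 of 170 for named genes. Replicate 4 of the exposed rats on D28 accounted for 10 and replicate 6 of the controls on D28 for 5. On the former, the list means were 8.02 for IL-17 signaling genes (others 7.54 to 7.66), 8.95 for NOD-like receptor genes (8.57 to 8.71) and 9.11 for TNF genes (8.77 to 8.88), and the gene signals were 10.25 for Ccl12, 11.33 for Cxcl2, 7.64 for Scd4 (5.98 to 6.19), 9.70 for LOC681458 (7.64 to 8.12), 12.30 for Scd2, 14.51 for Scd and 3.88 for Acot1, which lay below the others. On the latter, the 95th percentile of negative controls was 5.50 (3.15 to 3.91), muscle genes were at 9.16 (8.49 to 8.73), immediate early genes at 8.59 (7.57 to 7.83), neutrophil markers at 7.33 (8.07 to 8.48) and Grk5 at 9.07. No explanation was tested for these 2 arrays beyond leaving them out, which changes the D28 values of Ccl12 to 0.90 and of the IL-17 list to 0.015 for the former. They stay open as rats that differed or as arrays that differed.

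The other far values were those of RIG-I-like receptor genes in replicate 5 of the exposed rats on D0, 8.44 (others 8.67 to 8.75), airway cell markers in replicate 4 of that group, 10.3 (10.74 to 10.88), endothelial markers in replicate 3 of the exposed rats on D28, 12.3 (11.93 to 12.07), and the 75th percentile of the signal in replicate 4 of the controls on D28, 3470 (1711 to 2076), which is the array alone on its slide. Among genes they were Tenm3 at 12.62 in replicate 2 of the exposed rats on D0, LOC102551157 at 7.44 and LOC689840 at 7.88 in replicate 4 of the controls on D0, Ackr4 at 8.50 and Scd2 at 11.29 in replicate 6 of those controls, Il4 at 3.36 in replicate 3 of the exposed rats on D0, Ccl3 at 12.36 in replicate 5 of the controls on D28 and Ccl5 at 15.41 in replicate 2 of the exposed rats on D28. No biological explanation was tested for them. Tenm3 is taken up among the other observations.

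The mean of the cardiac and skeletal muscle genes was far above the others on 3 arrays: replicate 5 of the controls on D0, 9.62 (8.53 to 8.89), replicate 6 of the controls on D28, 9.16, and replicate 1 of the exposed rats on D28, 9.25 (7.99 to 8.41). A candidate explanation is heart or skeletal muscle in the piece of tissue. On the array with the most such genes, 3 of 11 members were over 4-fold above their group median. On replicate 5 of the controls on D0 these were Acta1, Ckm and Myh2, by 2.27, 2.23 and 2.07 on the log2 scale. On replicate 1 of the exposed rats on D28, 3 of 11 were as well, with Myh2 highest at 3.54. Muscle in the tissue and a change in single genes cannot be told apart by this count. The list pools genes of heart and of skeletal muscle, and muscle of 1 kind need not move most members. On replicate 5 of the controls on D0, Mb deviated by 0.81 and Myh7 by 0.65. There Tnnt2 deviated by 0.22, Tnni3 by 0.18, Actc1 by 0.15, Nppa by 0.099, Myl4 by 0.096 and Myl7 by 0.045. Of the list, 2 genes are in Table S1 and 0 in another list.

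The exposure effect differed between the days, by a test of the difference itself, for 7 genes: Nr1d1 by 4.49, Dbp by 3.91, Rasd2 by 1.97, Nr1d2 by 1.80, Grin2c by 0.81, Prss30 by -1.55 and Cry1 by -1.67 on the log2 scale, D28 minus D0. Prss30 was lost in 12 of 23 fits without 1 array, and Prss30 and Grin2c were lost with the slide block and with the replicate block. As many genes were found in 2 of 100 splits of the arrays, the real one included. The other split gave 83 genes, with 0 shared. It had 4 of 4 control arrays of slide 3 given the other day and 3 of 3 exposed arrays of that slide given D28. With the slide as a block that split gave 896 genes, where the real one gave 5. The number of genes alone therefore does not exclude chance. Nr1d1, Dbp, Nr1d2 and Cry1 are clock genes. The list of genes that rise with Nr1d1 changed by -0.72 on D0 and 1.00 on D28, a difference of 1.73, and that of genes that rise with Arntl by 0.24 (camera adjusted p = 0.0607) and -0.76, a difference of -1.003. The mean of the first minus the mean of the second list differed between exposed and control rats by -0.97 on D0 and by 1.76 on D28 (exact permutation p = 0.00216 on both days). This value averaged 1.06 in exposed and 2.03 in control rats on D0, and 0.94 and -0.82 on D28. The controls thus changed more between the days than the exposed rats.

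An effect of TiO2 on the clock genes that is the same on both days is excluded as the only cause by the opposite signs (-0.97 and 1.76). Beside a different hour of killing, such an effect cannot be excluded. A single array is excluded by leaving each out, where the effect ranged from -1.12 to -0.87 on D0 and from 1.55 to 1.91 on D28. These values were beyond the SD of either group (at most 0.42 and 0.71). What may stay open is a different hour of killing of exposed and control rats, which the paper does not give, and an effect of exposure on the clock that depends on the day. The difference between the days of 2.73 is what both predict, so that they cannot be told apart without the hours. That difference arose mostly in the controls, which inhaled filtered air, so that exposure cannot account for their own change between the days. The reversal does not extend to most DEGs: 94.4% of those of D0 changed in the same direction on D28, and 92.5% of those of D28 in the same direction on D0.

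The other lists whose effect differed between the days were IL-17 signaling genes by -0.24, cell cycle genes by -0.60, chemokine ligands by -0.24, ciliated and secretory airway cell markers by -0.22, heat shock genes by -0.27 and smooth muscle markers by 0.20. Of the 8 lists the 2 of clock genes were also past the threshold with fry. Without 1 array, the airway list was lost in 13 of 23 fits, smooth muscle in 9, IL-17 in 6, heat shock in 4 and chemokine in 1, and smooth muscle changed by 0.13 without replicate 3 of the exposed rats of D28. In the 16 other settings the airway list was lost in 8, IL-17 in 5, chemokine in 3 and smooth muscle in 3, and with the slide block as with the replicate block all 4 of these were lost. No explanation was tested for these lists. The IL-17, chemokine, cell cycle and smooth muscle lists changed more on D0 than on D28, where a decline with time stays open, while the heat shock and airway lists changed more on D28.

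Between the control rats of D28 and D0, which the paper does not compare, 140 genes were past both thresholds, 89 higher on D28. As many were found in 2 of 100 splits, the real one included, so that so high a count was rare but not confined to the real grouping. The other split gave 383 genes and had 4 of 4 control arrays of slide 3 on one side, with 0 genes left when the slide was a block, where the real split gave 173. A difference between slides is excluded as the whole cause by these 173 genes, and the array alone on its slide by the 94 genes left without it. The lists that differed were clock genes that rise with Arntl, 1.26, and with Nr1d1, -1.59, collagens, 0.20, glucocorticoid-induced genes, 0.34, and cell cycle genes, 0.22. The cell cycle list ranged from 0.12 to 0.35 without 1 array and was lost in 5 of 23 fits, the glucocorticoid list in 1, both with the slide block and with the components supported by permutation, and the cell cycle list with array quality weights too. Of the 20 genes with the largest changes, 7 are clock genes, which is consistent with a different hour at which tissue was taken, and Dbp changed by -4.13, Npas2 by 2.78 and Arntl by 2.41. The 28 days between the necropsies stay open as the other explanation, untested. The count was 87 without replicate 2 of the controls of D28 and 198 without replicate 1.

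Lists outside the pathways the paper names were past camera's threshold between exposed and control rats on both days. Cell cycle genes rose by 0.94 on D0 and 0.34 on D28, macrophage markers by 0.34 and 0.23, and type II pneumocyte markers by 0.21 and 0.17. Endothelial markers changed by -0.27 and -0.22 and cardiac and skeletal muscle genes by -0.50 and -0.30 (-0.47 on D28 without replicate 1 of the exposed rats). Smooth muscle markers changed by -0.25 on D0, and on D28 ciliated and secretory airway cell markers changed by -0.23, glucocorticoid-induced genes by -0.45 and heat shock genes by -0.20. On D0 all 18 cell cycle genes were higher, 11 were DEGs and 15 were past both thresholds adjusted over the list alone, and the mean of the list was above all controls in 5 of 5 exposed rats; 12 of the 18 are in Table S1. Of the macrophage markers 2 of 12 are in Table S1, of the type II pneumocyte and endothelial markers 1 of 10 each, of smooth muscle markers 1 of 8, of airway markers 5 of 14, of glucocorticoid-induced genes 6 of 12 and of heat shock genes 2 of 10. In another list are 1 of the macrophage, endothelial, airway and heat shock genes each. With fry these lists held on D0, while on D28 muscle, endothelial and type II pneumocyte lists held and the cell cycle, macrophage, airway, glucocorticoid and heat shock lists did not. As many lists past camera's threshold as on D0 (15) were found in 8 of 100 splits of the arrays. The other splits had a median of 5 of the 25 lists and a highest count of 16. This count therefore does not exclude chance for the number of lists on D0. Splits that exchange few rats keep part of any exposure effect, so that they are not free of it. On D28 the count of 17 was found in 1 of 100, with a median of 4 over the other splits, so that chance can be excluded. By fry the D28 result was not the stronger one, with 14 lists past the threshold on D0 and 7 on D28. Whether the share of each cell type changed or the expression within cells was not tested.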

How the results depend on the processing

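Added after the data had been seen were the names of the older annotation (400 DEGs on D0, 164 on D28) and the testing of probes without a gene symbol (395 and 161), and giving 62 genes of Fig. 7, 17 lists of the difference between days and 20 lists of the control days as counts only was decided after their values were seen.

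Over the 20 settings and 23 fits without 1 array, chemokine, TNF, IL-17, complement, Toll-like and NOD-like receptor genes on D0, complement and fructose and mannose genes on D28, and the genes that rise with Nr1d1 on both days kept their direction and stayed past camera's threshold, and the fatty acid genes on both days and the collagens on D28 kept theirs and stayed short of it. The lists were tested in 16 of the settings. The log2 means on D0 ranged from 0.35 to 0.55 for chemokine ligands, from 0.18 to 0.29 for TNF genes and from 0.23 to 0.38 for IL-17 genes. The share of the young lists that changed in the same direction stayed between 92.1 and 94.6% on D0 and between 94.4 and 96.8% on D28. No scaling moved the median of all genes by more than 0.1 or the share of over-expressed DEGs by more than 10 points. For the values below that changed, the cause was not tested, apart from the fewer arrays of a single day and the fewer criteria of the looser thresholds.

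The number of DEGs changed by more than 1.5 times under normexp (221 on D0, 94 on D28, 14 for the difference between days), with only the arrays of D28 (41), with 4 residual components (626, 409, 25, and 587 between control days), without a FC limit (656 and 303) and with an unadjusted p (946, 664, 461 and 763). The difference between days had 13 genes with the filter well above background and 12 with trend and robust estimation. The number of lists for the difference between days was 4 with the slide block, 4 with the replicate block and 5 with 4 residual components, and for the control days 3 with the slide block and 3 with the components. The RIG-I-like receptor list on D0 was no longer past the threshold with array quality weights (0.12), the replicate block (0.10) and the components (0.12). The Arntl list on D0 came past it with the median signal (0.25) and with the deposited table (0.24), and the IL-17 list on D28 with the filter well above background (0.14).

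Of the genes of Table S1 on D0, the share in the same direction was 98.2% with normexp and 97.8% with the median signal, the deposited table and array quality weights. The share past both thresholds was 30.8% on D0 and 18.7% on D28 with normexp, 22.5% on D28 with the median signal, 51.4 and 35.3% with the filter well above background, 52.0% on D0 with weights, 44.2 and 34.5% with the slide block, 34.9% on D0 with the replicate block and 48.7 and 40.8% with the components. The Pearson r across genes on D28 was 0.912 with normexp, 0.922 with the median signal and with the deposited table and 0.907 with the filter well above background, and on D0 it was 0.900 with weights.

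Values that changed sign were not past a threshold in either setting. Cacng5 on D0 was -0.18 with normexp, -0.19 with the median signal and with the deposited table, -0.086 with weights and -0.0090 with the slide block. With 75th percentile scaling the airway cell list on D0 was 0.022 and the collagens 0.030, and the collagens were 0.00039 with normexp and 0.0010 with the median signal. T cell markers on D0 were -0.00043 with cyclic loess, -0.046 with weights and -0.0053 with the replicate block. Immediate early genes on D0 were -0.030 with normexp, -0.0083 with the median signal, -0.017 with the deposited table, -0.031 with the 80th percentile filter and -0.036 with the filter well above background. Heat shock genes on D0 were -0.022 with the probe with the highest mean signal and -0.00060 with weights, and the airway cell list on D0 was 0.043 with weights.

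With each array left out, DEGs numbered 315 to 439 on D0 (lowest without replicate 4 of the controls of D0), 111 to 203 on D28, 6 to 11 for the difference between days and 87 to 198 between control days. Lists numbered 13 to 16 on D0, 15 to 17 on D28, 4 to 10 for the difference and 3 to 6 for the control days. The RIG-I-like receptor list on D0 ranged from 0.10 to 0.18 and fell short in 4 fits, the Arntl list on D0 from 0.21 to 0.30 and came past in 3, and the chemokine ligands on D28 from 0.17 to 0.31. For Table S1 the same direction ranged from 91.4 to 97.7% on D0 and from 95.3 to 98.3% on D28, the share past both thresholds from 30.1 to 41.1% and from 20.0 to 30.5%, the Pearson r from 0.809 to 0.879 and from 0.870 to 0.896, and rho from 0.811 to 0.865 on D0 and from 0.771 to 0.803 on D28. The lowest values of D0 were all without replicate 4 of the controls. Signs changed for Tenm3 (-0.77 to 1.38), Cacng5 (-0.17 to 0.97), Ifnb1 (-0.80 to 0.16), LOC102551157 (-0.88 to 0.25) and LOC689840 (-0.998 to 0.071) on D0, and Cxcl6 on D28 (-0.12 to 0.56). Among lists they changed on D0 for T cell markers (-0.11 to 0.069), airway cells (-0.051 to 0.091), collagens (-0.067 to 0.030), heat shock (-0.013 to 0.13), immediate early genes (-0.027 to 0.20) and neutrophil markers (-0.021 to 0.16), and on D28 for T cell markers (-0.0047 to 0.13) and smooth muscle (-0.12 to 0.039).

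Of the 62 genes of Fig. 7 given as counts, 4 were past both thresholds, 10 were so in some alternative and 15 changed sign in some, the smallest adjusted p of these being 0.817. Of 17 lists of the difference between days 12 changed sign and 5 came past the threshold in some setting, and of 20 lists of the control days 8 and 3. The replicate numbers do not pair the arrays: correlations of residuals within a pair were -0.23 to -0.12 on D0 (5 pairs) and -0.17 to 0.46 on D28 (6 pairs, 3 of them over 0.1), and with the replicate block there were 356 and 138 DEGs. For genes near background the signal limits the FC: 23 DEGs on D0 and 14 on D28 had no array well above background in one group.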

Differences from the paper's values

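Every setting named here was set before the data were examined, apart from the 2 for gene names, which reached none of the paper's values below.

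The paper's number of under-expressed genes on D0 is 262, against 160 here. Of the 20 settings, 10 came within 1.5 times of it: cyclic loess, the 80th percentile filter, the filter well above background, the highest probe, each probe on its own, weights, the slide block, 1 and 4 residual components and no FC limit (177, 181, 220, 196, 192, 208, 196, 194, 274 and 309), as did the fit without replicate 4 of the exposed rats of D28 (178), and the other 10 did not. The paper's total for D28 is 472, against 174 here; 4 residual components gave 409 and an unadjusted p 664, and the other 18 settings and the fits without 1 array were further off. The paper's 143 under-expressed genes on D28 compare with 62 here, and the components gave 169 and no FC limit 123. Its 329 over-expressed genes compare with 112, and the components gave 240 and an unadjusted p 357. The total of D0, 612 in the paper and 411 here, was within 1.5 times, and array quality weights gave 610, the components 626 and no FC limit 656. These counts do not rest on a like threshold. The largest adjusted p in Table S1 for elderly rats is 0.00866 on D0 and 0.00828 on D28, against a limit of 0.05 here. In the main settings a limit that low could only lower the counts here, so that the shortfall would be at least as large. Counts at such a limit were not taken.

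For genes, 17 settings and 23 fits without 1 array gave a value (16 for Cacng5). The paper's log2 FC of Cacng5 on D0 is -1.92, against 0.19 here, of the other sign but within the larger SD of the groups, 2.25. Cacng5 had the paper's sign with normexp, the median signal, the deposited table, weights and the slide block (-0.18, -0.19, -0.19, -0.086 and -0.0090). It also had that sign without replicates 1, 2 or 5 of the controls. For the genes of D28 that follow, the larger SD of the groups decides. On D28 the paper's values are 4.15 for LOC102549724 (3.30 here; within the SD with the highest probe at 3.33, the slide block at 3.31 and 5 fits without 1 array), 3.60 for Retnla (2.64), 3.46 for Saal1 (2.40), 0.80 for Ccl3 (0.38), -1.67 for Scd4 (-0.43), and for the last 4 of these no setting came within the SD. They are -0.61 for Grk5 (-0.31; within it without replicate 6 of the controls, -0.41, or replicate 3 of the exposed rats, -0.39), -1.70 for LOC681458 (-0.74; with weights, -0.93, or without replicate 4 of the exposed rats, -1.06), -1.51 for Fcrla (-0.78; with the slide block, -0.95, or without replicate 1 of the exposed rats, -0.97) and -2.47 for Scd (-1.40; with weights, -1.60, and without replicate 6 of the controls, -1.60, or replicate 4 of the exposed rats, -1.78). For these genes of D28 the other settings were outside the SD.

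Genes that the paper counts as over- or under-expressed and that were not DEGs here were, on D0, Tnfsf9 (0.68; a DEG with 75th percentile scaling, only that day's arrays, weights, the slide block, the components and an unadjusted p), Tnfrsf12a (0.61; 75th percentile scaling, the 80th percentile filter, the filter well above background, the highest probe, trend and robust estimation, the slide block, 1 and 4 components, an unadjusted p and 5 fits without 1 array), Gdf3 (0.73; weights and an unadjusted p), Il4 (at least 1.04-fold lower; an unadjusted p and without replicate 1 of the controls), and Il11 (0.83), Ifnb1 (adjusted p = 0.930), Tlr2 (0.42), RGD1566373 (1.74), Tenm3 (0.87), LOC102551157 (-0.57) and LOC689840 (-0.65), which no setting called. Cacng5 was called by none. The fatty acid genes Scd4 (-0.57; normexp, the deposited table, the 80th percentile filter, the filter well above background, the highest probe and weights), Acot1 (1.45; an unadjusted p and without replicate 4 of the exposed rats of D28) and Scd2 (-0.44; no setting) are in Table S1 for D0 too. On D28 they were Ccl7 (1.04; the filter well above background, trend and robust estimation, 1 and 4 components, an unadjusted p and without replicate 2 of the exposed rats), Ccl2 (0.92; 1 and 4 components and an unadjusted p), Ccl12 (1.37), Cxcl2 (0.75) and Lcn2 (0.73) with an unadjusted p only, and Akt1 (0.38), Ccl17 (0.32), Cxcl6 (0.29), Ccl5 (-0.61), Ccl3 and Grk5 with no setting. Scd2 (-0.30) and Acot1 (0.44) were called by no setting followed for single genes. Scd4 was called without replicate 4 of the exposed rats, LOC681458 with an unadjusted p and without that array, Fcrla with the slide block, the components and an unadjusted p, and Scd with normexp, the median signal, the deposited table, the 80th percentile filter, the filter well above background, trend and robust estimation, weights, the replicate block, the components, an unadjusted p and without replicate 6 of the controls or replicate 4 of the exposed rats. Foxn4 and LOC102548289 on D0 and LOC683600 on D28 had a missing value and were not tested.

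The paper names IL-17 signaling among the pathways deregulated on D28, and the list used here was not past camera's threshold (0.085, adjusted p = 0.0954) except with the filter well above background. It names protein digestion and absorption on D28, and the collagens used here were not past camera's threshold (adjusted p = 0.369). It names Fructose and mannose metabolism as well, and the list used here was past camera's threshold (0.10, adjusted p = 0.00119) but not past it with fry (adjusted p = 0.0631). With limma 0 of its genes were DEGs, while 9 higher and 2 lower ones had an unadjusted p below 0.05.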

Other observations

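The tests of neutrophil markers and of genes without another probe were chosen only after the result was seen, as were the array in the test of a bright patch, the fits of other splits with the slide as a block and the reading of the planned fits with that block as a test of the slides.

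On D0, 1 of 100 splits of the arrays, the real one, gave as many as 411 DEGs, and the highest other count was 1, so that chance can be excluded. On D28 as many as 174 were found in 2 of 100 splits, the real one included, so that so high a count was rare but not confined to the real grouping. The other one gave 880 genes, 719 higher and 161 lower, and had 4 of 4 D28 arrays of slide 3 on one side. Of these genes, 88.6% differed in the same direction between the 3 arrays of that slide and the other arrays on D0, which did not enter the split, against 65.9% of all genes, so that a difference between slides is consistent with that split. With the slide as a block it gave 1 gene, while exposure gave 506 DEGs on D0 and 250 on D28, which argues against the slides as the whole cause of the exposure DEGs. Of the 880 genes, 8 were DEGs of exposure.

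With 4 residual components as covariates the number of DEGs rose to 626 on D0. If the components lowered p-values where there is no difference, other splits would gain genes too: their median was 1, and the highest 495, which argues against this as the general effect of the components, while at least 1 split gained many.

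Of DEGs on D0, 38.9% were lower in exposed rats. Signal near background could add lower genes, but with probes well above background on every array of a group the share was 43.6%, so that these genes are not confined to dim probes.

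A smaller remnant of the D0 effect on D28 may account for part of the D28 effect. Of the genes listed for young rats on D0, 87.2% changed in the same direction in elderly rats on D28, and those listed as over-expressed rose by a mean of 0.45 there against 0.71 on D0. Across all genes the log2 FC of the 2 days had a Pearson r of 0.336 and a Spearman rho of 0.331. Genes are not independent replicates.

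The paper reports lymphocytes and neutrophils in the lavage fluid of exposed rats. In the accessory lobe, T cell markers changed by 0.0076 on D0 and 0.064 on D28 (15 genes, 0 in Table S1), B cell markers by -0.10 and -0.058 (12 genes, 2 in Table S1) and neutrophil markers by 0.046 and -0.12 (14 genes, 3 in Table S1 and 4 in another list), none past camera's threshold. More and unchanged numbers of these cells in the tissue cannot be told apart, since the members of each list went both ways, and the lavage came from another lobe.

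Several genes with the highest FC in the list of Table S1 for D0 were bright on replicate 2 of the exposed rats alone. On that array 19 spots were over 16-fold above every other array, 9 of them marked as outliers, against 1 to 24 on the other arrays. The median distance from one to the nearest other was 3.16 spots, against 29.7 for spots drawn at random (permutation p = 0.001, the smallest 1000 draws give), which suggests a bright patch on that array. Of the 6 such genes in Table S1, 3 have other probes (7 probes over the bright genes that have them), of which 0 were over 4-fold above their median of the other arrays, which argues against transcripts present in that rat only. Of the 3 without another probe, Foxn4 was above every control and well above background in the other 4 exposed rats too (4.998 to 6.385, highest control 4.061), which argues against a transcript present in that rat only. The spots of the other 2, Tenm3 (row 110, column 23) and LOC102548289 (row 101, column 27), lie 1.41 and 2 spots from a bright spot of another gene, as close as 0.186% and 0.264% of the other spots, which argues against it for them too, since a transcript does not decide where its spot lies. The paper's FC are 56.3, 20.5 and 30.0. With all spots used, the log2 FC were 4.83, 0.86 and 1.74, and without that array 3.41, -0.78 and -0.079. Zfp18, with a paper FC of 5.97, was at 1.09 and 0.051.

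The lists not discussed elsewhere gave these mean log2 FC: on D0, airway cell markers -0.0085 (median -0.28), heat shock genes 0.069, immediate early genes 0.13 (median -0.020), collagens -0.021, glucocorticoid-induced genes -0.37 and fructose and mannose genes 0.063 (camera adjusted p = 0.0136), and on D28 TNF genes 0.12 (0.00318), Toll-like receptor genes 0.20 (0.00016), NOD-like receptor genes 0.11 (0.0064), RIG-I-like receptor genes 0.15 (0.00811), smooth muscle markers -0.047 and immediate early genes 0.079. Those without a p were not past camera's threshold, and of the rest on D28 Toll-like receptor genes were also past it with fry. Without replicate 4 of the exposed rats on D28 the TNF genes were at 0.070 and the NOD-like receptor genes at 0.053, where the latter were no longer past camera's threshold. The RIG-I-like receptor genes on D28 were at 0.089 without replicate 6 of the controls and at 0.076 with array quality weights, and past the threshold in neither. The fructose and mannose genes on D0 ranged from 0.039 to 0.10 without 1 array, at the ends without replicates 4 and 3 of the exposed rats, and were no longer past the threshold without replicate 6 of the controls. Immediate early genes on D28 ranged from 0.026 to 0.23 without 1 array and came past the threshold in 1 fit, without replicate 6 of the controls. Glucocorticoid-induced genes on D0 came past it in 2 of 16 other settings, 75th percentile scaling and the probe with the highest mean signal, and in 1 of 23 fits without 1 array.

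The largest adjusted p in Table S1 for elderly rats is 0.00866 on D0 and 0.00828 on D28, and the smallest 7.91e-23 and 1.17e-16, where the smallest here were 1.77e-07 and 5.27e-05. All are the paper's except the last 2.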
